# BET and CDK Inhibition Reveal Differences in the Proliferation Control of Sympathetic Ganglion Neuroblasts and Adrenal Chromaffin Cells

**DOI:** 10.3390/cancers14112755

**Published:** 2022-06-01

**Authors:** Jessica Sriha, Caroline Louis-Brennetot, Cécile Pierre-Eugène, Sylvain Baulande, Virginie Raynal, Amira Kramdi, Igor Adameyko, Uwe Ernsberger, Thomas Deller, Olivier Delattre, Isabelle Janoueix-Lerosey, Hermann Rohrer

**Keywords:** chromaffin cell, sympathetic, neuroblast, bromodomain and extraterminal (BET) protein, transcriptional cyclin-dependent kinase

## Abstract

**Simple Summary:**

Neuroblastoma is a childhood tumor of the sympathetic nervous system. Abdominal tumors that arise in the adrenal differ genetically and clinically from tumors that develop from sympathetic ganglia. Adrenal chromaffin cells and ganglionic neuroblasts are derived from different lineages, raising the possibility that their diverse tumor characteristics are due to different tumor founder cells. To identify traits that are specific to the candidate founder cells of adrenal and ganglionic tumors, cultures of mouse chromaffin cells and sympathetic neuroblasts were treated with a panel of proliferation inhibitors that affect various signaling pathways. Transcription-related inhibitors (BET, CDK7/12/13) showed differential effects, indicating that the BET protein and CDK signaling pathways differ in their relevance for proliferating chromaffin cells and sympathetic neuroblasts. Thus, the oncogenic aberrations affecting these pathways should differ in their efficiency and result in selective propagation, which may lead to adrenal and ganglionic tumors having different characteristics.

**Abstract:**

Neuroblastoma arising from the adrenal differ from ganglionic neuroblastoma both genetically and clinically, with adrenal tumors being associated with a more severe prognosis. The different tumor properties may be linked to specific tumor founder cells in adrenal and sympathetic ganglia. To address this question, we first set up cultures of mouse sympathetic neuroblasts and adrenal chromaffin cells. These cultures were then treated with various proliferation inhibitors to identify lineage-specific responses. We show that neuroblast and chromaffin cell proliferation was affected by WNT, ALK, IGF1, and PRC2/EZH2 signaling inhibitors to a similar extent. However, differential effects were observed in response to bromodomain and extraterminal (BET) protein inhibitors (JQ1, GSK1324726A) and to the CDK-7 inhibitor THZ1, with BET inhibitors preferentially affecting chromaffin cells, and THZ1 preferentially affecting neuroblasts. The differential dependence of chromaffin cells and neuroblasts on BET and CDK signaling may indicate different mechanisms during tumor initiation in sympathetic ganglia and adrenal.

## 1. Introduction

The sympathetic nervous system, which is composed of neurons in the sympathetic ganglia and chromaffin cells of the adrenal medulla, is essential for the control of body homeostasis [1]. Ganglionic neurons and adrenal chromaffin cells were initially thought to arise from a common sympathoadrenal progenitor whose fate is specified by signals from the environment [2,3]. In vivo lineage tracing and single cell RNA (scRNA) sequencing data from mouse sympathoadrenal cells subsequently suggested that sympathetic neurons and chromaffin cells are derived from different progenitors, neural crest cells, and Schwann cell precursors (SCPs), respectively [4]. This scheme has recently been refined by the demonstration that the SCP-derived lineage also includes the neuroblasts located in mouse and human adrenal medulla [5,6,7,8,9].

Understanding sympathoadrenal development is essential for the analysis and comprehension of neuroblastoma development, a childhood tumor that arises from founder cells in the adrenal medulla and sympathetic ganglia [10,11]. Neuroblastoma located in the sympathetic ganglia and adrenal tumors differ clinically and genetically in that adrenal tumors are more aggressive and have a worse prognosis than ganglionic tumors. Adrenal tumors more often display segmental chromosomal aberrations (SCAs), including *MYCN* amplifications, compared to ganglionic tumors, which exhibit rather numerical chromosomal aberrations [12,13,14]. The distinct properties of adrenal and ganglionic tumors may be explained by either the selective signals acting on common progenitors or by the distinct tumor founder cells that differ in their vulnerability to oncogenic drivers. Recently, several studies have addressed the cellular origin of neuroblastoma by comparing normal medullary cells from embryonic mouse and human adrenal with malignant neuroblastoma cells using scRNA sequencing to define the cell identity [6,7,8,9]. Neuroblastomas were found to be mainly composed of tumor cells that resemble normal adrenal neuroblasts, implicating neuroblasts rather than chromaffin cells as neuroblastoma founder cells.

However, the proposed projections from normal developing cells to malignant cells rely on the fundamental premise that the original signature of the founder cell is maintained during tumor initiation and progression [15]. In view of the developmental plasticity of the chromaffin cells and neuroblasts observed both in vivo and in vitro [7,16,17,18], adrenal tumor development may involve chromaffin cells that shift towards a neuroblast identity during tumor initiation and progression. In this scenario, the high frequency of the SCAs and *MYCN* amplifications in adrenal tumors would be caused by different sensitivities of chromaffin cells and neuroblasts to oncogenic signals. To address these issues, we developed a cell biological approach to characterize candidate founder cell populations in the adrenal and sympathetic ganglia of wild-type mice.

Here, we set up cultures of proliferating chromaffin cells from postnatal mouse adrenal and sympathetic neuroblast cultures from paravertebral ganglia to identify the signaling pathways involved in their proliferation. NESTIN-expressing adrenal cells served as non-neuronal and non-adrenergic controls [19,20]. We focused on the ALK, IGF1, WNT, EZH2/PRC2, BET, CDK7, and CDK12/13 signaling pathways since they have been shown to be important during the normal development of sympathoadrenal cells and/or involved in neuroblastoma tumorigenesis.

The activating mutations in the anaplastic lymphoma kinase gene (*ALK*) play important roles in familial and sporadic neuroblastoma [21,22,23,24]. Sympathetic neuroblasts respond to activated ALK with increased proliferation followed by neuron differentiation, but tumor induction requires a combination of activated ALK and MYCN overexpression or massive ALK over-expression [25,26,27,28,29,30]. ALK mutations are enriched in thoracic compared to adrenal neuroblastoma [14], which may be caused by stronger dependency of neuroblasts on ALK signaling, in line with higher ALK expression in mouse and human neuroblasts compared to chromaffin cells [4,6,9]. Sympathetic neuroblast proliferation was shown to be controlled by ALK signaling in vitro, but its function in chromaffin cell cultures has not been studied yet [29,30].

The IGF signaling pathway is important for embryonic sympathetic neuroblast proliferation and for neuroblastoma development [31,32]. Indeed, interfering with IGF signaling inhibits neuroblast proliferation and neuroblastoma growth both in vitro and in vivo [31,33]. Sympathetic neuroblast proliferation also depends on the canonical WNT pathway involving FZD/β-CATENIN [34]. However, the role of WNT/β-CATENIN signaling in neuroblastoma is unclear as over-activation and inhibition both interfere with the survival and proliferation of neuroblastoma cell lines [35]. In addition, different cell lines respond either by proliferation or differentiation to WNT activation [36]. Neuroblastoma cell lines also demonstrate heterogenous responses to IGFR-I targeting agents, raising the issue whether neuroblast and chromaffin cell proliferation may depend differently on IGF and WNT signaling [37].

Epigenetic mechanisms are likely involved in the development of pediatric tumors, including neuroblastoma [38]. The polycomb repressor complex 2 (PRC2) with histone methyltransferase EZH2 as a key component represses gene expression during development and has been implicated in the epigenetic control of many adult cancers [39]. EZH2 is highly expressed in MYCN-amplified neuroblastoma, maintaining the tumor cells in an undifferentiated state, and EZH2 inhibition reduces neuroblastoma growth in vitro and in vivo [40]. Interestingly, neuroblastoma initiation in TH-MYCN mouse models involves sustained EZH2 expression and the suppression of PRC2 targets in MYCN-expressing sympathetic neuroblasts [41]. The importance of PRC2 in MYCN-induced tumor formation is shown by the suppression of tumor development in response to EZH2 inhibition [41]. Whether interfering with PRC2/EZH2 affects the growth of normal ganglionic neuroblasts or chromaffin cells, as implicated by high EZH2 expression, has not been studied.

Super-enhancers control lineage-specific gene expression programs and are frequently deregulated in cancers, including neuroblastoma [42,43]. Aberrant enhancer programs can be targeted epigenetically by BET protein inhibition or by interfering with the function of transcription-related cyclin-dependent kinases (CDKs) [44,45,46]. BET and CDK-7 inhibition display selective effects on MYCN-amplified tumor cells, which may be explained by preferentially targeting super-enhancer driven transcription [44,46,47]. The growth inhibitory effect of the BET inhibitor JQ1 is, however, also observed in cultured normal sympathetic neuroblasts [30]. The effect of BET inhibition in cancer cell lines could also be linked to the functions of BET proteins in the prevention of transcription–replication conflicts and DNA damage [48,49,50]. As sympathetic neuroblasts and chromaffin cells belong to different lineages and differ in terms of MYCN expression, it is of interest to investigate whether they show different vulnerability to BET and CDK inhibition.

A prominent feature of developing chromaffin cells is their ability to transdifferentiate into a neuroblast/neuron identity in response to various environmental signals [16,18,51,52]. This is why we analyzed the extent to which chromaffin cells maintain their identity under the present culture conditions.

## 2. Materials and Methods

### 2.1. Cultures of Adrenal Chromaffin Cells and Adrenal NESTIN-Expressing Cells

#### 2.1.1. Cell Preparation

Animals were killed in accordance with the German law on animal welfare (Tier-schutzgesetz). Adrenal cells were dissected from postnatal OF-1 mice (P1–P5) (Charles River, Sulzfeld, Germany), collected in PBS/glucose (1 mg/mL) on ice, and cut into 2–4 pieces using feather scalpels. The tissue was transferred to 1 mL papain/DNAse solution (Worthington Papain LS003126 0.6 Units/mL; DNAse 0.04 mg/mL in PBS/Glucose) and digested for 12 min at 37 °C. After collection by centrifugation, the adrenal cells were re-suspended in 1 mL Dispase/collagenase/DNAse (Worthington CLS-1 17 U/mg; Dispase II Roche 0.06 U/mg; DNAse 0.04 mg/mL) in PBS/glucose and digested for an additional 10 min. After centrifugation (300 g/3 min) and re-suspension in 1 mL PBS/glucose plus 0.2% BSA, the tissue was dissociated to single cells by trituration using a siliconized, fire-polished Pasteur pipette. The suspension was filtered through a 40 μm cell strainer, collected by centrifugation, and re-suspended in complete serum-free medium (Ham’s DMEM/F12 (Sigma-Aldrich, Taufkirchen, Germany) supplemented with N2 (1%), B27 (2%), glutamine, penicillin/streptomycin, EGF (20 ng/mL), FGF (20 ng/mL) (all from Gibco/Thermofisher, Dreieich, Germany), and heparin (Sigma 43149; 10 U/mL). Differential plating was used to reduce the number of adrenocortical and endothelial cells by maintaining the cells overnight in 10 cm Corning ultra-low attachment dishes at a density of about 1 × 10^6^ cells/mL [20]. To eliminate cell debris, density step gradient centrifugation was carried out, where the cell suspension was overlayed onto 2 mL DMEM/F12 with 3% BSA in a 15 mL Falcon tube. After centrifugation (300 g, 6 min), the pellet was suspended in 1 mL PBS/0.02% BSA.

#### 2.1.2. Immunopanning

First, 10 cm Petri dishes were coated with 10 μg/mL goat anti-rat IgG + IgM (Jackson Immuno Research 112-005-044) in 50 mM Tris/HCl pH 9.5 (100 μg/dish) for 24 h at 4 °C. After being washed two times with PBS, the dish coated with anti-rat IgG + IgM was incubated with 0.2 ug/mL rat anti-L1CAM antibody (clone 324, MAB5272, Millipore, Darmstadt, Germany) for 24 h at room temperature. After being washed twice with PBS, 9 mL PBS/0.02% BSA was added. After the density gradient, the adrenal cells (1 mL in PBS/0.02% BSA) were added to the anti-L1CAM-coated dish and incubated for 90 min at room temperature. The dish was then flushed repeatedly to remove all the cells that did not firmly attach to the anti-L1CAM dish (L1CAM-negative cell fraction). The attached cells (L1CAM-positive) were harvested by digestion with trypsin (Worthington TRL3 Trypsin, 180 U/mL in Earles Balanced Salt Solution) for 8–10 min at 37 °C and 5% CO_2_. The trypsin treatment was stopped by the addition of trypsin inhibitor (Worthington Soybean Trypsin inhibitor). Both L1CAM-negative cells and the L1CAM-positive cells were collected by centrifugation (6 min/300 g) and were re-suspended in complete serum-free medium.

#### 2.1.3. Sphere Cultures

L1CAM-positive and L1CAM-negative cells were plated in non-adherent 35 mm 6-well-plates (Corning, VWR, Darmstadt, Germany) at a density of 100.000 cells/mL and maintained in complete serum-free medium (37 °C, 5% CO_2_). For histological analysis, the spheres were plated on culture dishes coated with poly-DL-ornithine (Sigma) and laminin (Invitrogen, Darmstadt, Germany) overnight followed by fixation with 4% paraformaldehyde and immunostaining. For RNA sequencing, the spheres were collected by centrifugation. Cells were lysed with the addition of 350 μL RA1 lysis buffer (NucleoSpin RNA kit, Macherey Nagel, Düren, Germany) and 35 μL β-mercaptoethanol and were then processed for RNA isolation.

Adherent cultures: L1CAM-positive and L1CAM-negative cells were plated overnight on 35 mm 4-well-dishes (Greiner, Frickenhausen, Germany) coated with poly-DL-ornithine and laminin (5–10,000 cells in 80 μL per well) [30]. The following day, medium was adjusted to a final volume of 1.5 mL/dish, and inhibitors were added.

### 2.2. Sympathetic Neuroblast Cultures

#### Cell Preparation

Animals were killed in agreement with the German law on animal welfare (Tier-schutzgesetz). Sympathetic ganglia (superior cervical ganglia (SCG), stellate ganglia (STG), and thoracic ganglia) were dissected from E14.5 mouse embryos. Dissociation followed the protocol described for postnatal adrenals with reduced protease treatment (7 min and 6 min for papain and collagenase/dispase, respectively). After density step gradient centrifugation, the cells were suspended in serum-free medium and plated on porn/laminin-coated 4-well dishes (80 μL/well) at a density of 5–8000 cells/well. The following day, the medium was adjusted to a final volume of 1.5 mL/dish, and inhibitors were added. The culture conditions for the neuroblasts were slightly modified to increase substrate attachment compared to the adrenal-derived cells. In brief, Ham’s DMEM/F12 (Sigma) was supplemented with N2 (1%), B27 (2%), glutamine, penicillin/streptomycin, IGF (20 ng/mL), FGF (20 ng/mL), β-mercaptoethanol (55 μM), and 2% chick embryo extract (modified from [53]). To prevent the neuroblast clusters from detaching, the culture period was restricted to 3 days.

### 2.3. Immunostaining and Proliferation Analysis

#### 2.3.1. Immunostaining

Immunostaining was carried out as described in detail previously [54]. The antibodies used for adrenal cell and neuroblast characterization were mouse anti-TH (generated and characterized previously [55]), rabbit anti-TH (Ab 152; Merck, Darmstadt, Germany), goat anti-PHOX2B (R&D, Wiesbaden, Germany; AF4940SP)), mouse anti-NESTIN (Sigma MAB353), chicken anti-Nestin (AvesLabs, Davis, CA, USA), rat anti-L1CAM clone 324 (Millipore MAB5272), mouse anti-VMAT1 (Santa Cruz, Heidelberg, Germany; sc-166391), mouse anti-PNMT (Santa Cruz sc-393995), mouse anti-DLK1 (Santa Cruz sc-376755), mouse anti-SGII (Santa Cruz sc-53441), rabbit anti-CHGA (Novus, Cambridge, UK; NB120-15160SS), rabbit anti-PERIPHERIN (Abcam, Cambridge, UK; ab246502), mouse anti-TUBB3 (HISS Diagnostics, Freiburg, Germany; MMS 435P), mouse anti-S100B (Sigma S2532), mouse anti-STAR (Santa Cruz sc-166821), and mouse anti-SOX10 (gift from Michael Wegner, Erlangen, Germany). Mouse anti-ISLET-1 (39.4D5) was obtained from the Developmental Studies Hybridoma Bank, Iowa, IA, USA. The secondary antibodies used were goat anti-rabbit IgG Alexa 488 (Thermofisher A11035), donkey anti-goat IgG Alexa 568 (Thermofisher A11057), donkey anti-mouse IgG Alexa 488 (Thermofisher A21202), goat anti-mouse IgG Alexa 488 (Thermofisher A11001), goat anti-rabbit IgG Alexa 594 (Thermofisher A10037), donkey anti-rabbit IgG Alexa 488 (Thermofisher A21206), and donkey anti-rabbit IgG Alexa 568 (Thermofisher A10042). For quantification, 300–400 cells were analyzed for the expression of specific antigens. The percentage of antigen-positive cells is the mean ± standard error of the mean (s.e.m). of at least three independent culture experiments.

#### 2.3.2. Proliferation Analysis and Pharmacological Treatments

Inhibitors were dissolved in Dimethylsufoxide (DMSO) at 2–5 mM, diluted to appropriate final concentrations, and added on day one of the culture period. The inhibitors that were used were the BET inhibitors JQ1 (Tocris Biotechne, Wiesbaden, Germany; 4499) and GSK1324726A (iBET 726) (Selleckchem Biozol, Eching, Germany), the CDK-7 inhibitors THZ1 (Medchem Express Biotrend, Köln, Germany) and YKL-5-125 (Selleckchem), the CDK12/13 inhibitor THZ 531 (Selleckchem), the IGF1-R inhibitor picropodophyllin (PPP) (Tocris 2956), the EZH2 inhibitor EPZ 6438 (Axon Medchem, Groningen, NL; 2227), the WNT inhibitor ICG001 (Axon Medchem 1766), and the ALK inhibitor Alectinib (Selleckchem S276).

Cell proliferation was analyzed for chromaffin cells and NESTIN-expressing cells after 6 days in culture and for neuroblasts after 3 days in culture by 4 h 5-ethynyl-2-deoxyuridine (EdU) labeling using the Click-iT EdU Alexa Fluor 594 imaging kit (Invitrogen Thermofisher, Dreieich, Germany) combined with staining for PHOX2B and NESTIN. The effects of the BET and CDK inhibitors on the chromaffin cells were also analyzed in the neuroblast-medium after a 3d culture period.

### 2.4. RNA Extraction and Sequencing

Total RNA was extracted from frozen cells using the NucleoSpin RNA kit (Macherey-Nagel). Samples were subjected to quality control on a bioanalyzer instrument and only RNA with RIN (RNA Integrity Number) > 6 were used for sequencing. RNA sequencing libraries were prepared from 500 ng of total RNA using the Illumina TruSeq Stranded mRNA Library preparation kit (Illumina, Evry, France), which allows strand-specific sequencing to be performed. Sequencing (Paired-end 50) was performed with the Illumina HiSeq2500 instrument.

Reads were aligned to the mouse reference genome mm10 using STAR 2.6.1a_08-27 with the default parameters and—outFilterMismatchNoverLmax 0.04 [56]. Gene expression values (FPKM = fragments per kilobase per million reads) were computed by Cufflinks v2.2.146 [57], and further normalization between samples was carried out using quantile normalization (R/Bioconductor package LIMMA) [58].

### 2.5. Statistical Analysis

Data are displayed as mean ± s.e.m. from at least three biological replicates from independent experiments. Differences were analyzed using two-tailed unpaired *t*-tests using the GraphPad Prism software. *p*-values less than 0.05, 0.01, and 0.001 were assigned as being statistically significant (*, **, and ***).

## 3. Results

### 3.1. Characterization of Sympathetic Neuroblasts and Adrenal Chromaffin Cells

In sympathetic ganglia, neuroblast proliferation is restricted to embryonic stages and terminates at E17.5 in the mouse [59]. In contrast, rodent adrenal chromaffin cells continue to proliferate at postnatal stages [17,60,61]. Thus, embryonic neuroblasts and postnatal chromaffin cells were used to investigate the signaling mechanisms involved in their proliferation.

Sympathetic neuroblasts were obtained by dissociating E14.5 embryonic mouse sympathetic ganglia (SCG, STG, and thoracic sympathetic chain ganglia). At this stage of development, the vast majority of ganglion cells are proliferating PHOX2B^+^/TH^+^/TUBB3^+^/PERIPHERIN^+^ neuroblasts [59]. Using co-immunostaining with PHOX2B, the sympathetic neuroblasts were shown to express adrenergic- (TH, VMAT1) and pan-neuronal- (TUBB3, ISL1, PERIPHERIN) but not chromaffin cell-specific proteins (PNMT, DLK1, SGII) (Figure 1).

As the postnatal adrenal medulla is not only composed of chromaffin cells but also contains a low number of neuroblasts, it is important to define the identity of the cells isolated from sympathetic ganglia and adrenal [8]. Chromaffin cells are characterized by the expression of the pan-autonomic transcription factor PHOX2B, noradrenergic marker proteins such as TH and VMAT1, and genes that are selectively expressed in chromaffin cells but not in sympathetic neurons, such as *Dlk1*, *SgII*, and *Pnmt* [62,63,64]. During development, some pan-neuronal genes are also co-expressed [62]. Using double-immunostaining for PHOX2B as well as for noradrenergic, chromaffin, and neuronal markers, we identified chromaffin cells in dissociated postnatal adrenal as TH^+^/VMAT1^+^/PNMT^+^/SGII^+^/DLK1^+^/L1CAM^+^/TUBB3^+^/ISLET1^+^/PERIPHERIN^−^ cells (Figure 2). PNMT was only detected in 57 ± 3% (mean ± s.e.m.; *n* = 3) of the total chromaffin cells representing the adrenaline-producing A-chromaffin cell subpopulation. The chromaffin cell and neuroblast characterization results are summarized in Table S2.

During early postnatal development (P0–P5), chromaffin cell markers were detected in about 10% of the dissociated mouse adrenal cells. The expression of the cell surface protein L1CAM allowed to sort chromaffin cells from adrenal cells via immuno-panning protocols [65]. About 85% of the sorted L1CAM-positive cells were identified as adrenergic cells by the co-expression of PHOX2B and TH, whereas PHOX2B^+^/TH^+^ cells only represent a minority (<2%) of the L1CAM-negative cells (Figure 3). The L1CAM-negative population is heterogenous. NESTIN and S100B are detected in most cells (65 ± 3% and 68 ± 8%, respectively) and are termed as NESTIN-expressing cells (Figure 3 and Figure S1). Minor subpopulations were identified by the expression of SOX10 (6 ± 2%) or STAR (21 ± 2%) (Figure S1). Double-immunostaining revealed that S100B and SOX10 are expressed in NESTIN^+^ cells, whereas the adrenocortical marker STAR was only detected in NESTIN^−^ cells (Figure S1).

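RNA was sequenced from 5 libraries of adrenal spheres, 2 of L1CAM-positive cells and 3 of L1CAM-negative cells separated by immunopanning. The labels number the libraries 25 and 31 in both fractions and 28 for the third L1CAM-negative library. Numbers 25 and 28 had been in culture for 8 days and number 31 for 5 days. For numbers 25 and 31 the labels give a mix of P0 and P2 mice, for number 28 P5 mice, and for all the strain C57/bl6, whereas the methods give OF-1 mice at P1–P5 for the adrenal cultures. What the number marks, and whether the libraries come from separate cultures or animals, is not said, so that p-values measure the spread between these libraries, which may be technical. The authors aligned the reads to mm10 with STAR, computed FPKM with Cufflinks, and normalized between samples by quantile normalization. The values, 1 per RefSeq transcript, are on a log2 scale. Their lowest value is exactly 1, as log2(FPKM + 2) gives for an FPKM of 0, so this offset was inferred from the values. On this scale, the fold changes of weakly expressed genes are smaller than those of their FPKM. The depth of the libraries is unknown. For each gene symbol, the transcript with the highest mean was tested with limma, and fold changes are given as L1CAM-positive over L1CAM-negative spheres. The mRNA of *L1cam* itself, a gene chosen after its values were seen, was at 5.53 ± 0.17 (SD, n = 2) in L1CAM-positive spheres and 2.62 ± 0.22 (SD, n = 3) in L1CAM-negative spheres, a log2 fold change of 2.91 (standard error 0.17, adjusted p = 0.00529 from limma). Of 23903 genes tested, 2775 were higher in L1CAM-positive spheres and 2393 were higher in L1CAM-negative spheres at an adjusted p under 0.05. In 48.9% of the genes, all libraries of one fraction lay above all of the other, where chance gives 20%. An exact permutation test of 2 libraries against 3 cannot give a p below 0.1. With the robust form of limma's variance estimate, 797 genes were higher in L1CAM-positive spheres and 352 were higher in L1CAM-negative spheres, and with the culture period as a term 1727 and 1273. Leaving out 1 library gave between 1301 genes (without L1CAM-negative number 25) and 2805 genes (without number 28) higher in L1CAM-positive spheres. The genes higher in L1CAM-negative spheres then numbered between 521 (without L1CAM-positive number 25) and 2942 (without number 28). They numbered 603 without L1CAM-positive number 31, 1003 without L1CAM-negative number 25 and 1162 without L1CAM-negative number 31, and the genes higher in L1CAM-positive spheres numbered 1389, 1435 and 1461 without L1CAM-positive number 25, L1CAM-positive number 31 and L1CAM-negative number 31.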

For further characterization, L1CAM-positive and LCAM-negative cells were expanded in sphere cultures (Figure 4) and analyzed by bulk RNA sequencing (Table S1). 

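The genes of the sympathoadrenal transcription factors *Hand2*, *Phox2a* and *Gata2* and of the enzymes *Dbh* and *Ddc* of catecholamine synthesis were higher in L1CAM-positive than in L1CAM-negative spheres, and those of the enzymes *Th* and *Pnmt* did not pass the test. *Hand2*, a transcription factor of this lineage (NM_010402, chromosome 8 of GRCm38.p6 from 57320983 to 57324517), was at 8.54 ± 0.12 (SD, n = 2) against 4.19 ± 0.82 (SD, n = 3). Its log2 fold change was 4.36 (standard error 0.55, adjusted p = 0.0170 from limma). *Phox2a* had a log2 fold change of 4.40 (standard error 0.77, adjusted p = 0.0339) and *Gata2* of 4.06 (standard error 0.59, adjusted p = 0.0228). *Dbh*, which encodes the enzyme that makes noradrenaline from dopamine (NM_138942, chromosome 2 from 27165507 to 27183204), was at 9.48 ± 0.12 (SD, n = 2) against 5.37 ± 0.74 (SD, n = 3), a log2 fold change of 4.11 (standard error 0.50, adjusted p = 0.0156). The granule protein gene *Scg2* (*SgII*, NM_009129, chromosome 1 from 79434366 to 79440026) was at 9.69 ± 0.12 (SD, n = 2) against 5.82 ± 0.45 (SD, n = 3), a log2 fold change of 3.87 (standard error 0.31, adjusted p = 0.00771). *Pnmt*, whose product makes adrenaline (NM_008890, chromosome 11 from 98386623 to 98388180), was at 5.60 ± 0.35 (SD, n = 2) against 2.30 ± 1.17 (SD, n = 3). Its log2 fold change of 3.30 (standard error 0.81) did not pass the test (adjusted p = 0.0696), although both L1CAM-positive libraries lay above all L1CAM-negative ones. *Th*, which encodes tyrosine hydroxylase, was at 10.27 ± 0.12 (SD, n = 2) against 6.12 ± 1.45 (SD, n = 3). Its log2 fold change of 4.15 (standard error 0.98) did not pass either (adjusted p = 0.0641). *Pnmt* passed in 6 of 20 alternatives, among them with genes at the floor in every library left out (adjusted p = 0.0293 from limma). Of the 2 chromaffin genes named by the paper, 1 passed the test (2 when adjusted over the list alone). The authors name these genes as higher in these same samples, so the count is not independent evidence. The lists that follow were written after Table S1, which holds medians of these samples, had been read. They are not independent evidence either. The sympathoadrenal transcription factors listed beforehand had a median log2 fold change of 3.70 (adjusted p = 9.78e-08 from camera, and adjusted p = 0.316 with an estimated correlation). Of 13 genes of catecholamine synthesis, storage and uptake, 9 were higher (11 when adjusted over the list alone, adjusted p = 1.01e-05 from camera, and adjusted p = 0.316 with an estimated correlation), among them *Ddc* with a log2 fold change of 4.96 and *Slc18a1* with 4.27. Of 18 genes of dense-core granule cargo and processing, 12 were higher, among them *Chgb* with 4.83 and *Scg5* with 4.41, and 1 was lower, *Cpe* with -0.52. When adjusted over the list alone, 15 were higher and 1 was lower (adjusted p = 3.37e-07 from camera, and adjusted p = 0.200 with an estimated correlation). These 3 lists held 44 members at 1 FPKM or more in both L1CAM-positive libraries. Their median ratio of linear values, L1CAM-negative over L1CAM-positive, was 8.50% in number 25 (10.0% with the offset kept) and 8.79% in number 31 (10.2% with the offset kept). In number 28, the P5 library, it was 3.69% of the mean of the L1CAM-positive libraries (5.77% with the offset kept), and *Hand2*, *Phox2a*, *Gata2* and *Dbh* were lower there than in the other L1CAM-negative libraries. These 4 genes keep their direction in every alternative, but with the robust form only *Hand2* and *Dbh* pass the test, none passes the test with the culture period as a term, without L1CAM-positive number 25 or 31 or without L1CAM-negative number 25, and without L1CAM-negative number 31 only *Hand2* and *Dbh* pass it. Of the catecholamine genes, 1 passed without L1CAM-positive number 25 or 31, 2 without L1CAM-negative number 25 and 5 without L1CAM-negative number 31. Of the granule genes higher in L1CAM-positive spheres, 7 passed without L1CAM-positive number 31 and 6 without L1CAM-negative number 25 or 31. *Scg2* did not pass without L1CAM-positive number 25 or 31, and 0 granule genes were lower without L1CAM-positive number 25 or 31 or L1CAM-negative number 31.

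**Figure D1:**
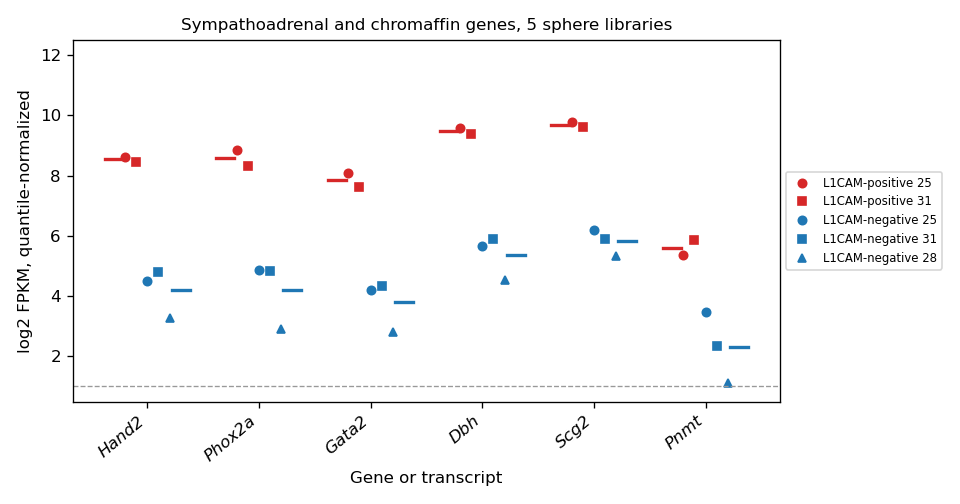
Quantile-normalized log2 values of *Hand2*, *Phox2a*, *Gata2*, *Dbh*, *Scg2* and *Pnmt*. Red symbols are the 2 L1CAM-positive libraries, blue symbols the 3 L1CAM-negative libraries, short bars the group means, and the dashed line the lowest value of the scale (1). Both red symbols lie above all blue symbols for each gene, and number 28 (triangle) is the lowest.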

The L1CAM-positive spheres showed strong enrichment in the expression of sympathoadrenal genes (*Hand2*, *Phox2b*, *Phox2a*, *Gata2*, *Dbh*) and chromaffin cell marker genes (*SgII, Pnmt*). 

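Genes of the neuronal cytoskeleton were read in L1CAM-positive spheres at several times their level in L1CAM-negative spheres. *Tubb3*, which encodes a neuronal tubulin (NM_023279, chromosome 8 of GRCm38.p6 from 123411553 to 123422015), was at 7.82 ± 0.16 (SD, n = 2) in L1CAM-positive and 4.61 ± 0.26 (SD, n = 3) in L1CAM-negative spheres. Its log2 fold change was 3.21 (standard error 0.19, adjusted p = 0.00537 from limma). *Stmn2*, a regulator of microtubules (NM_025285, chromosome 3 from 8509527 to 8561604), was at 8.19 ± 0.02 (SD, n = 2) against 5.09 ± 0.15 (SD, n = 3), a log2 fold change of 3.10 (standard error 0.11, adjusted p = 0.00371). The neurofilament genes *Nefl* and *Nefm* had log2 fold changes of 2.66 (standard error 0.35, adjusted p = 0.0186) and 2.80 (standard error 0.52, adjusted p = 0.0383). The transcription factor gene *Isl1* was at 7.06 ± 0.13 (SD, n = 2) against 3.47 ± 0.82 (SD, n = 3), a log2 fold change of 3.59 (standard error 0.56, adjusted p = 0.0258). Of 18 genes of the neuronal cytoskeleton and neuronal RNA-binding proteins listed beforehand, 15 were higher in L1CAM-positive spheres, none was lower and 3 did not pass the test. This list too was written after Table S1, which holds medians of these samples, had been read, so its count is not independent evidence. The list, which holds 4 of the genes above, had 17 higher when adjusted over the list alone (adjusted p = 4.40e-11 from camera, and adjusted p = 0.155 with an estimated correlation). *Stmn3* had a log2 fold change of 3.64 and *Uchl1*, which encodes a ubiquitin hydrolase abundant in neurons, of 3.47. *Tubb3* and *Stmn2* passed the test without any 1 of the libraries. *Nefl*, *Nefm* and *Isl1* passed it without number 28 but not without any of the other 4 libraries, with the robust form or with the culture period as a term, and the count of the longer list was 8 without L1CAM-positive number 25 and 9 without L1CAM-positive number 31.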

The expression of pan-neuronal proteins in chromaffin cells (Figure 2) was confirmed by the detection of *Tubb3*, *Nefl*, *Nefm*, *Stmn2*, and *Isl1* mRNA. Notably, peripherin mRNA was not detected in the L1CAM-positive spheres (Table S1).

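Peripherin mRNA had values above the floor of the scale in both L1CAM-positive libraries. *Prph*, which encodes an intermediate filament protein of peripheral neurons (chromosome 15 of GRCm38.p6 from 99053579 to 99058978), is listed with 3 transcripts. The highest of them, NM_001163589, was at 4.69 in number 25 and 4.26 in number 31 of the L1CAM-positive spheres. In L1CAM-negative spheres it was at 2.39 in number 25, 2.03 in number 31 and 3.58 in number 28. Summed over the 3 transcripts, the FPKM after the offset is removed were 30.1 and 19.8 in L1CAM-positive and 3.96, 2.42 and 11.5 in L1CAM-negative spheres. In L1CAM-positive spheres the transcript ranked above 82.0% and 76.4% of the genes tested. Both L1CAM-positive libraries lay above all L1CAM-negative ones, but the log2 fold change of 1.81 (standard error 0.57) did not pass the test of limma (adjusted p = 0.117). Without number 28, the P5 library, it was 2.26 and passed the test, where the adjusted p over all alternatives ranged from 0.0284 to 0.391. The other transcripts were lower, NM_001163588 at 1.91 and 1.96 and NM_013639 at 2.71 and 1.46 in L1CAM-positive spheres. Of the 6 pan-neuronal genes named by the paper with *Prph* included, 5 passed the test and 6 when adjusted over the list alone. The authors name these genes from these same samples, so that the counts are not independent evidence (adjusted p = 1.51e-04 from camera, and adjusted p = 0.155 with an estimated correlation). The count was 2 without any 1 of the libraries of numbers 25 and 31 and 6 without number 28. Table S1 lists a transcript of *Prph* among the 500 with higher medians in L1CAM-positive spheres.

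**Figure D2:**
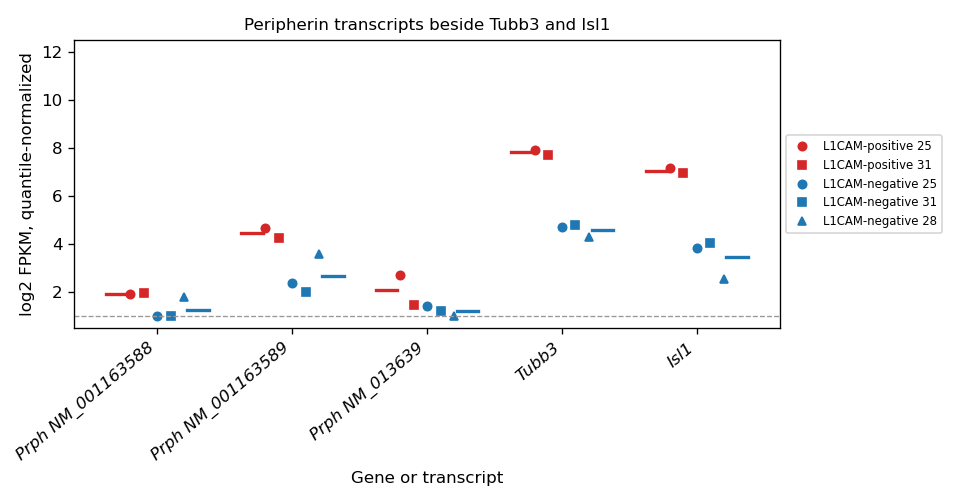
Quantile-normalized log2 values of the transcripts of *Prph*, and of *Tubb3* and *Isl1* beside them, in each library. Red symbols are the 2 L1CAM-positive libraries, blue symbols the 3 L1CAM-negative libraries, short bars the group means, and the dashed line the lowest value of the scale (1). For NM_001163589, the red symbols lie at 4.69 and 4.26, above the blue symbols.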

The L1CAM-negative spheres showed the enhanced expression of genes that were previously described for progenitor cells in mouse, bovine, and human adrenal medulla (*Nestin*, *Snai1*, *Snai2*, *Sox9*, *S100b*) [20,66,67,68]. In addition, genes described for the postnatal mouse adrenal cortex (*Star*, *Cyp11b1*, *Cyp21a1*), and endothelial (*Fabp4*, *Plvap*, *Emcn*, *CD34*) and adrenal capsule cells (*Mgp, Dcn, Col1a1, Ogn*) [8] showed increased expression in the L1CAM-negative population (Table S1).

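The transcription factor genes *Sox9*, *Snai1* and *Snai2* were higher in L1CAM-negative than in L1CAM-positive spheres, and *Nes* and *S100b* did not pass the test. *Sox9* (NM_011448, chromosome 11 of GRCm38.p6 from 112782210 to 112787757) was at 2.02 ± 0.09 (SD, n = 2) in L1CAM-positive and 3.96 ± 0.10 (SD, n = 3) in L1CAM-negative spheres. Its log2 fold change, L1CAM-positive over L1CAM-negative, was -1.94 (standard error 0.09, adjusted p = 0.00450 from limma). *Snai1* was at 3.38 ± 0.03 (SD, n = 2) against 5.26 ± 0.33 (SD, n = 3), a log2 fold change of -1.88 (standard error 0.23, adjusted p = 0.0154). *Snai2* was at 2.81 ± 0.14 (SD, n = 2) against 4.07 ± 0.20 (SD, n = 3), a log2 fold change of -1.26 (standard error 0.16, adjusted p = 0.0163). *Nes*, which encodes the intermediate filament NESTIN (NM_016701, chromosome 3 from 87971093 to 87980451), was at 3.69 ± 0.15 (SD, n = 2) against 4.15 ± 0.25 (SD, n = 3). The log2 fold change was -0.45 (standard error 0.18, adjusted p = 0.191). *S100b* was near the floor of the scale in both fractions, at 2.26 ± 0.48 (SD, n = 2) against 1.80 ± 0.43 (SD, n = 3), with a log2 fold change of 0.45 (standard error 0.37, adjusted p = 0.508). Of the 5 genes named by the paper, 3 were higher in L1CAM-negative spheres (3 when adjusted over the list alone, adjusted p = 0.0183 from camera, and adjusted p = 0.316 with an estimated correlation), a count that is not independent evidence, as the authors name these genes, described before for progenitors of the adrenal medulla, as higher in these same samples. Of 15 genes of glia and Schwann cell precursors listed beforehand, 7 were higher in L1CAM-positive spheres and none was lower. This list was written after Table S1, which holds medians of these samples, had been read, and is not independent evidence either. When adjusted over the list alone, 9 were higher and 1 was lower (adjusted p = 5.74e-04 from camera, and adjusted p = 0.316 with an estimated correlation). *Fabp7* had a log2 fold change of 3.53 and *Sox10*, a transcription factor of this lineage, of 2.25. By immunostaining, the paper found SOX10 protein in a minor part of the L1CAM-negative cells. Number 31, cultured for 5 days, had the highest value of the 5 libraries in its L1CAM-positive spheres for 11 of the 15. The glial count was 3 without number 28, 2 without L1CAM-positive number 25 and 1 without any of the other 3 libraries, and the progenitor count was 1 without L1CAM-positive number 25, L1CAM-positive number 31 or L1CAM-negative number 31. With the robust form only *Sox9* of the progenitor genes passed, and *Snai1* did not pass with the culture period as a term.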

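Of the genes listed, 13 of 15 of steroid synthesis and 10 of 20 of fibroblasts and capsule were higher in L1CAM-negative spheres. Single genes of endothelial cells were higher there too. *Star*, which brings cholesterol into the mitochondria (NM_011485, chromosome 8 of GRCm38.p6 from 25808474 to 25815982), was at 8.95 ± 0.06 (SD, n = 2) in L1CAM-positive and 10.86 ± 0.33 (SD, n = 3) in L1CAM-negative spheres. Its log2 fold change, L1CAM-positive over L1CAM-negative, was -1.91 (standard error 0.25, adjusted p = 0.0175 from limma). *Cyp11b1*, which encodes the enzyme of the last step to corticosterone (chromosome 15 from 74834892 to 74841643), had a log2 fold change of -3.89 (standard error 0.56, adjusted p = 0.0223). *Cyp21a1* (chromosome 17 from 34801348 to 34804426), which may share reads with a pseudogene copy, was at 7.47 ± 0.14 (SD, n = 2) against 10.01 ± 0.25 (SD, n = 3), a log2 fold change of -2.55 (standard error 0.19, adjusted p = 0.00699). Of the endothelial genes, *Emcn* (chromosome 3 from 137341062 to 137431069) had a log2 fold change of -2.49 (adjusted p = 0.0300) and *Cd34* of -2.22 (adjusted p = 0.0142). *Fabp4* with -1.74 (adjusted p = 0.0517) and *Plvap* with -2.19 (adjusted p = 0.0535) did not pass the test. Of the capsule genes, *Mgp* (chromosome 6 from 136872435 to 136875823) was at 8.80 ± 0.02 (SD, n = 2) against 11.50 ± 0.39 (SD, n = 3), a log2 fold change of -2.70 (standard error 0.29, adjusted p = 0.0126). *Dcn* with -2.05 (adjusted p = 0.0596), *Col1a1* with -1.76 (adjusted p = 0.0992) and *Ogn* with -3.39 (adjusted p = 0.0595) did not pass the test. With genes at the floor in every library left out, these genes, *Fabp4* and *Plvap* all passed (adjusted p from limma between 0.0202 and 0.0471). Of 20 alternatives, *Fabp4* and *Plvap* each passed in 8, *Dcn* in 7, and *Col1a1* and *Ogn* each in 6. Over the lists named by the paper, 3 of 3 cortex genes, 2 of 4 endothelial genes and 1 of 4 capsule genes passed the test (3, 4 and 4 when adjusted over the list alone), which is not independent evidence, as the authors name them as higher in these same samples. Their adjusted p from camera were 0.00718, 0.00799 and 0.0126, and with an estimated correlation the adjusted p were 0.254, 0.316 and 0.316. The longer lists were written after Table S1, which holds medians of these samples, had been read, so their counts are not independent evidence either. Of 15 genes of steroid synthesis in the adrenal cortex listed beforehand, 13 were higher in L1CAM-negative spheres, among them *Cyp11a1* with -2.99. When adjusted over the list alone, 13 were higher (adjusted p = 9.12e-07 from camera, and adjusted p = 0.155 with an estimated correlation). Of 20 fibroblast and capsule genes, 10 were higher in L1CAM-negative spheres (16 when adjusted over the list alone, adjusted p = 9.46e-07 from camera, and adjusted p = 0.310 with an estimated correlation), among them *Pdgfra*, a receptor of mesenchymal cells, with -2.63 and *Sparc* with -1.79. Of 18 endothelial genes, 4 were higher in L1CAM-negative spheres, with *Cdh5* at -2.83. When adjusted over the list alone, 7 were higher there and 1 was lower (adjusted p = 0.00227 from camera, and adjusted p = 0.338 with an estimated correlation). L1CAM-positive spheres still held cortex transcripts, as *Star* was read there at 8.99 in number 25 and 8.91 in number 31. Number 28 had the highest value for 3 of the 4 endothelial genes named by the paper and the lowest of the L1CAM-negative libraries for 3 of the 4 capsule genes. Without it, 4 of the 4 capsule genes, 17 of the 20 fibroblast genes and 2 of the 3 cortex genes passed. Without L1CAM-positive number 25, none of the cortex, endothelial and capsule genes named by the paper passed, and without L1CAM-positive number 31 or with the robust form only *Cyp21a1* did. With the culture period as a term only *Cyp11b1*, *Cyp21a1* and *Mgp* passed, *Cd34* did not pass with a pseudocount of 0.1, and *Star* and *Mgp* did not pass with mRNA only, a restriction chosen after seeing the data. Without L1CAM-negative number 25 or 31, 1 of the 4 endothelial genes passed. The steroid synthesis count was 1, 3, 7 and 6, the fibroblast count 3, 3, 4 and 5, and the count of the 18 endothelial genes 1, 1, 2 and 3 without L1CAM-positive number 25, L1CAM-positive number 31, L1CAM-negative number 25 and L1CAM-negative number 31, in this order. The paper states, from the cell types for which these genes were described, that genes of the cortex, of endothelial cells and of capsule cells were increased in the L1CAM-negative population.

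**Figure D3:**
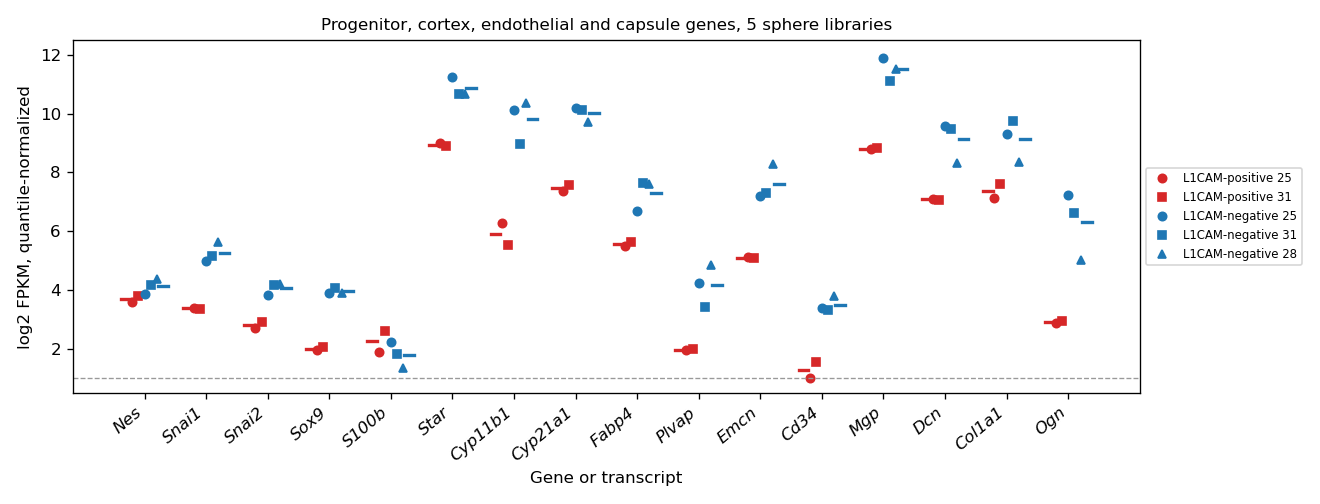
Quantile-normalized log2 values of the progenitor, cortex, endothelial and capsule genes named by the paper. Red symbols are the 2 L1CAM-positive libraries, blue symbols the 3 L1CAM-negative libraries, short bars the group means, and the dashed line the lowest value of the scale (1). Blue symbols lie above the red ones for all genes but *S100b*.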

### 3.2. Signaling Pathways in the Proliferation Control of Neuroblasts and Chromaffin Cells

Having defined the culture conditions for both neuroblasts and chromaffin cells, inhibitors that interfere with the signaling pathways controlling neuroblast proliferation (ALK, WNT, IGF1, PRC2/EZH2) and/or are known to interfere with neuroblastoma growth affecting epigenetic mechanisms (EZH2, BET, CDK7) were investigated. To control for general rather than lineage-specific antiproliferative effects, non-neuronal, non-adrenergic NESTIN-expressing cells were used.

Substrate-attached rather than sphere cultures were used to allow the unambiguous identification and quantification of individual immunostained cells. Proliferating chromaffin-like cells and sympathetic neuroblasts were identified by a 4-h EdU pulse and co-staining for PHOX2B and EdU (Figure 5). The percentage of proliferating NESTIN-expressing cells was determined by co-staining for NESTIN and EdU (Figure 5).

#### 3.2.1. Similar Effects on Proliferating Neuroblasts, Chromaffin Cells and NESTIN-Expressing Cells by IGFR and EZH2 Inhibition

To assess the role of the IGF1 signaling pathway and the role of the PRC2 complex, the neuroblasts and chromaffin cells were treated with picropodophyllin (PPP) and EPZ 6438, respectively. PPP blocks IGF1-receptor phosphorylation and downstream signaling and does not interfere with other tyrosine receptor kinases [69]. EPZ-6438 is a potent and selective inhibitor that blocks the histone methyltransferase activity of EZH2 [70]. Our results indicate that neuroblasts, chromaffin cells, and NESTIN-expressing cells have a similar sensitivity to these inhibitors (Figure 6A,B), which suggests a more general, lineage-independent action of the tested molecules.

#### 3.2.2. Common Effects on Proliferating Neuroblasts and Chromaffin Cells by ALK and WNT Inhibition

To document the impact of the ALK and WNT signaling pathways, we used alectinib, a second-generation ALK inhibitor, and the canonical WNT pathway inhibitor ICG001. The effects of the WNT and ALK inhibitors were restricted to sympathoadrenal cells, i.e., neuroblasts and chromaffin cells (Figure 6C,D). As expected, the proliferation of NESTIN-expressing cells was unaffected due to the restriction of ALK expression to the neuroblast lineage that is observed in several species, including humans [6,71]. The impact of the ALK inhibitor alectinib on mouse neuroblast proliferation confirms the ALK-dependence of sympathetic neuroblast proliferation [25,29,30]. Our present results suggest that both neuroblast and chromaffin cell proliferation may involve WNT signaling during normal development. In accordance with the expression of the WNT receptor Fzd5 in chromaffin cells and neuroblasts, but not in SCPs [4], NESTIN-expressing cells were not affected by WNT-inhibition.

#### 3.2.3. Differential Effects of BET and CDK7/12/13 Inhibition on Chromaffin Cells and Neuroblasts

We next evaluated the effect of the BET inhibitor JQ1. Interestingly, the neuroblasts, chromaffin cells, and NESTIN-expressing cells differed significantly in their response to JQ1 treatment (Figure 7A). While the proliferation of the NESTIN-expressing cells was unaffected, the chromaffin cells showed a sensitivity to JQ1 inhibition that was ten-fold higher compared to that of the neuroblasts (Figure 7A). The difference in the sensitivity to BET inhibition was even stronger in response to a second BET inhibitor (GSK1324726A/I-BET726) (Figure 7B).

Subsequently, we explored the effects of various CDK inhibitors. THZ1 showed differential effects with stronger neuroblast inhibition compared to chromaffin cell proliferation (Figure 7C). While THZ1 appears to preferentially affect genes controlled by super-enhancers in neuroblastoma, MYCN-dependent genes in particular [44,72], there is evidence to indicate that the off-target inhibition of CDK12 and CDK13 rather than of CDK7 is responsible for the transcriptional effects of THZ1 [72]. To address this issue, we further studied the effects of the selective CDK7 inhibitor YKL-5-124 and the CDK12/13 inhibitor THZ531. Differential effects on neuroblast and chromaffin cell proliferation were observed in response to THZ531 but not YKL-5-125 (Figure 7D,E), which is in agreement with the conclusion that differential THZ1 effects involve CDK12/CDK13 in addition to CDK7 inhibition [72].

Finally, to exclude that the differential effects of BET and CDK inhibitors were related to different culture conditions for neuroblasts and chromaffin cells, inhibitors were applied to chromaffin cells maintained under neuroblast culture conditions (Supplementary Figure S2). The obtained results were fully consistent with those obtained with the standard chromaffin cell cultures.

### 3.3. Plasticity of Chromaffin Cells

During embryonic and postnatal stages, chromaffin cells have the potential to transdifferentiate towards a neuroblast or neuronal phenotype. The neuronal differentiation of cultured postnatal chromaffin cells is known to be induced by FGF, and both FGF and NGF stimulate chromaffin cell proliferation [17,18]. As the serum-free medium used in the present study also contained FGF, we investigated whether the phenotype of the chromaffin cells was altered in culture.

We observed that a small subpopulation of cells displayed a neuronal phenotype with long neurites after the 6-day-culture period (Figure 8A,B). The neuronal markers that were expressed in the short-term cultures were maintained (TUBB3, ISL1) (Figure 8B,C,H). In parallel, PNMT expression was completely lost (Figure 8E,H), and the expression levels of other chromaffin cell markers were decreased (Figure 8F,G), resulting in a lower percentage of PHOX2B-positive cells expressing DLK1 (44 ± 9%) and SGII (70 ± 12%) compared to chromaffin cells after short-term culture (DLK1 91 ± 4%; SGII 92 ± 4%; PNMT 57 ± 3%) (Figure 8H). The percentage of PHOX2B-positive cells expressing TH and CHGB did not change between 1 and 6 days in culture (97% vs. 100%; 92% vs. 94%). Taken together, our present results reveal partial chromaffin cell dedifferentiation rather than full transdifferentiation to a neuronal identity.

## 4. Discussion

The differences in the clinical outcomes and genetic features between neuroblastoma located in sympathetic ganglia and adrenal are well documented [12,13,14]. We now describe how proliferating mouse chromaffin cells and sympathetic neuroblasts differ in their dependence on BET proteins and CDKs, whereas the inhibition of several other signaling pathways did not result in differential effects. An increased dependence on BET and CDK is expected to result in selective vulnerability to mutations and genomic aberrations affecting BET and CDK-controlled processes. This can explain how different signaling pathways may be involved in tumor initiation and lead to adrenal and ganglionic tumors having distinct characteristics.

### 4.1. Epigenetic Mechanisms: PRC2/EZH2 Inhibitors

The histone methyltransferase EZH2 shows increased expression levels in neuroblastoma and is induced by MYCN binding to the EZH2 promoter [40]. EZH2 inhibition results in the reduced proliferation of neuroblastoma cell lines and decreased tumor growth [73]. The growth inhibition observed for neuroblastoma cells raised the question whether sympathoadrenal cells and NESTIN-expressing cells would respond differentially to EZH2 inhibitors. The similar proliferation effects suggest, however, that global effects on the chromatin structure and gene expression have been targeted that may lead to growth arrest in many cell types.

### 4.2. Epigenetic and Transcriptional Mechanisms: BET and CDK7 Inhibition

Important components of epigenetic regulation are chromatin ”readers” that bind to histone modifications and recruit transcription factors to control the expression of target genes. The members of the BET protein family, BRD2, BRD3, and BRD4, bind to acetylated histone tails and can be targeted by selective inhibitors disrupting this interaction. BRD4 has been shown to be essential for cell identity determination during development via accumulation on a subset of lineage specific super-enhancers, controlling gene transcription as a cofactor of the mediator complex [74,75,76].

BET inhibitors are effective for the treatment of hematopoietic cancer, but neuroblastoma cell lines are also among the cell lines that are the most sensitive to BET inhibition [77]. The cancer-specific susceptibility to BET inhibition has been explained by the acquisition of super-enhancers during tumorigenesis and a preferential loss of BRD4 from the mediator complex at super-enhancers upon treatment with BET inhibitors [43,75]. Initial studies suggested that MYCN amplification is responsible for the increased sensitivity to BET inhibitors, including JQ1 [46]. This notion has been put into question, as the anti-proliferative and cytotoxic effects of the BET inhibitor GSK1324726A (iBET726) did not correlate with MYCN amplification [78]. In addition, although GSK1324726A reduced MYCN expression, the effects could only be partially rescued by MYCN overexpression [78].

Interestingly, cultured mouse chromaffin cells show a sensitivity to BET inhibition caused by JQ1 and GSK132 (EC_50_ ≈ 50 nM), which is in the same range as the one observed for neuroblastoma cell lines, including cell lines with MYCN amplification [46,78]. This may indicate that normal chromaffin cells depend on the activity of a similar set of enhancers as neuroblastoma cells. This notion is supported by the finding that the most active super-enhancers in neuroblastoma cell lines include the enhancers for transcription factors (PHOX2B, HAND2, GATA3) that are essential for the normal development of sympathoadrenal cells and that form a core regulatory circuitry (CRC) in neuroblastoma [79,80,81,82]. In the absence of information on the differences between the super-enhancer landscapes of chromaffin cells and neuroblasts, it remains unclear whether the selective effects of BET inhibition are due to transcriptional effects or whether the pathways controlling genome stability are also affected by BET proteins [77]. Notably, the sensitive response of chromaffin cells to BET inhibition argues against cancer-specific susceptibility and implies that tumor treatment will also affect normally developing cells.

Another approach to interfere with neuroblastoma growth is the inhibition of cyclin-dependent kinase 7 (CDK7) by the covalent inhibitor THZ1 [44]. CDK7 belongs to the class of transcription-associated CDKs, with its main action being the phosphorylation of the Pol II C-terminal domain (CTD) that supports transcriptional initiation, pause release, and elongation [83], although the cell cycle is also affected by the phosphorylation of the key cell cycle CDKs (CDK1, 2 and 4) and other mechanisms [72,84]. CDK7 has recently been shown to act as a master regulator of transcription-associated kinases, directly activating CDKs 9, 12, and 13 [85]. The selective effects of THZ1 on the proliferation and survival of MYCN-amplified neuroblastoma cells were observed in vitro and in vivo [44]. The increased vulnerability of the MYCN-amplified cells compared to tumor cells with normal MYCN levels was explained by high-level transcription from super-enhancer associated-MYCN and other genes with increased Pol II activity. However, the inhibition of CDK7 caused by the more selective CDK7 inhibitor YKL-124 that does not inhibit CDKs 12 and 13 (and displays 100-fold greater selectivity for CDK7 than CDK9 and CDK2) revealed a predominant cell-cycle phenotype with arrest in G1 but no effect on Pol II CTD phosphorylation or Pol II-mediated gene expression [72]. This indicates that the effects of THZ1 on MYCN expression and global transcriptions are due to the combined inhibition of CDK7 and CDK12/13 [72,85].

Compared to chromaffin cells, the cultured sympathetic neuroblasts showed a significantly higher sensitivity to THZ1 with an EC_50_ of about 30 nM, which is between the sensitivity of the neuroblastoma cell lines with and without MYCN amplification [44]. The neuroblasts were also more sensitive to the CDK12/13 inhibitor THZ531 but displayed the same response as the chromaffin cells to the selective CDK7 inhibitor YKL-5124. This suggests that the differential effects of the CDK7 inhibitor THZ1 are mainly due to the off-target inhibition of CDK12/13. Increased vulnerability due to high-level transcription from super-enhancers, which has also been proposed for MYCN-amplified versus non-amplified neuroblastoma cell lines, may be considered as an explanation for the increased neuroblast sensitivity. However, there is at present no obvious candidate for such a difference in the super-enhancer landscape.

Taken together, we showed that BET and CDK7/12/13 differ in their effect on the proliferation of chromaffin cells and neuroblasts, with chromaffin cells being more sensitive to BET inhibitors and neuroblasts being more sensitive to CDK7/12/13 inhibition. Thus, the inhibition of BET and transcriptional CDKs affect different targets in chromaffin cells and neuroblasts. This is in agreement with the finding that JQ1 and THZ1 show synergistic rather than additive effects on the growth and survival of neuroblastoma cell lines [82]. Different mechanisms of action for agents that inhibit transcriptional CDKs and BET-dependent pathways can be expected in view of the many facets of CDK and BET signaling [77,86].

As adrenal neuroblastoma shows a much higher incidence of MYCN amplification and segmental genomic aberrations [12,13,14], it should be noted that the BET pathways include effects on genomic stability. Recent evidence suggests BRD4 functions in DNA damage repair and DNA damage checkpoint that may be linked to cancer development. Increased H4 acetylation at sites of DNA double-strand breaks recruits BRD4 that, in turn, works as a docking site for components of the DNA repair complex [87,88]. BRD4 is also important to prevent transcription–replication conflicts and DNA damage in oncogene-driven cells [48]. Interestingly, the induction of DNA damage by BET inhibition varies across cancer cell lines, which may be due to different basal levels of replication stress [48,89]. The increased vulnerability of chromaffin cells to BET inhibition may thus indicate increased replication stress resulting in a higher probability of genomic instability leading to chromosomal alterations characteristics for adrenal neuroblastoma.

The hypothesis of a sympathoadrenal progenitor as the origin of both chromaffin cells and sympathetic neurons was derived from the observation that postnatal chromaffin cells can be directed towards a neuron or endocrine fate by extrinsic signals [2,3]. In the present study, the plasticity of chromaffin cells is also shown by the loss or decreased expression of chromaffin cell specific genes. The absence of PNMT is characteristic for noradrenergic N-chromaffin cells. The decrease in DLK1 and SGII expression suggests that chromaffin cells may eventually transdifferentiate towards an adrenal neuroblast identity. This plasticity has implications for the concepts of adrenal neuroblastoma initiation, raising the possibility that malignant adrenal neuroblastoma cells may originate from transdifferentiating chromaffin cells rather than from embryonic adrenal neuroblasts. The increased dependence of normal chromaffin cells on the BET pathways may affect their response to oncogenic aberrations and result in adrenal-specific tumor characteristics.

## 5. Conclusions

Chromaffin cells and neuroblasts differ in their sensitivity to BET and CDK inhibition. This finding supports the notion of different founder cells, chromaffin cells, and neuroblasts that differ in their vulnerability to oncogenic signals at the origin of adrenal and ganglionic neuroblastoma.

## Figures and Tables

**Figure 1:**
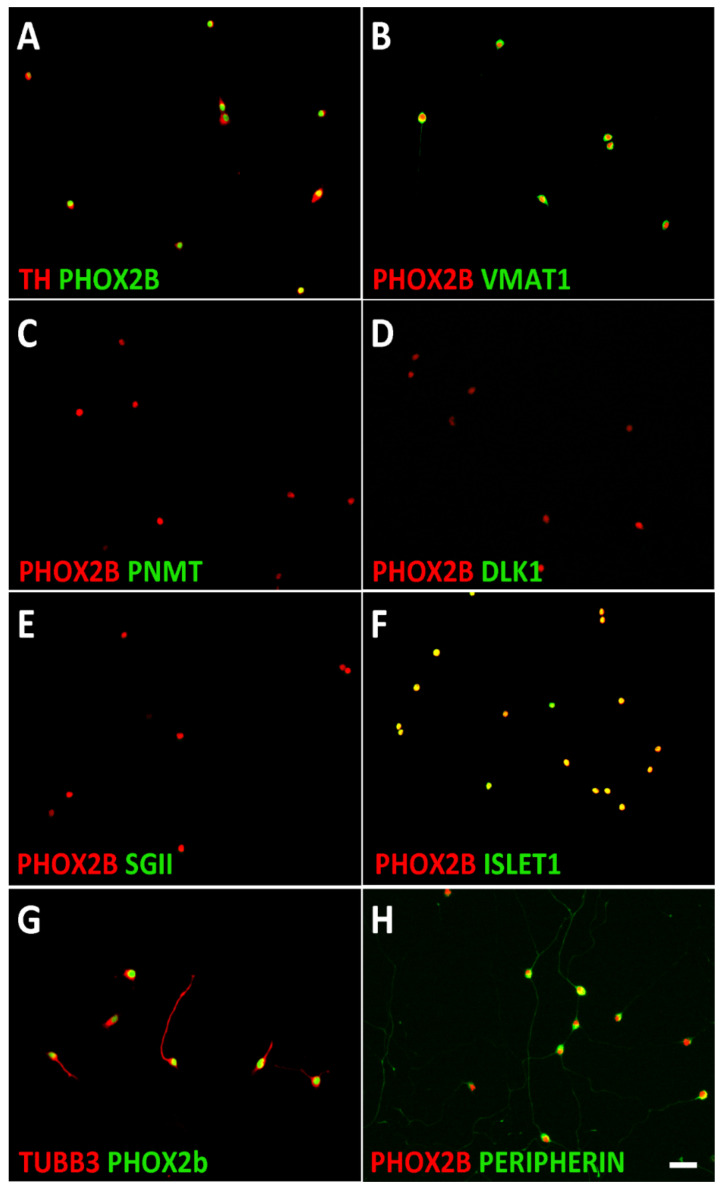
Characterization of mouse sympathetic neuroblasts. Dissociated E14.5 sympathetic ganglion cells were plated on porn/laminin-coated dishes in serum-free culture medium and analyzed after cell attachment. Double-immunostaining showed that all PHOX2B-positive cells co-express the noradrenergic markers TH (**A**) and VMAT1 (**B**) but not the chromaffin cell-specific proteins PNMT (**C**), DLK1 (**D**), and SGII (**E**). ISLET1 (**F**), TUBB3 (**G**), and PERIPHERIN (**H**) expression are shown as examples of neuron-specific proteins. Magnification bar, 60 μm.

**Figure 2:**
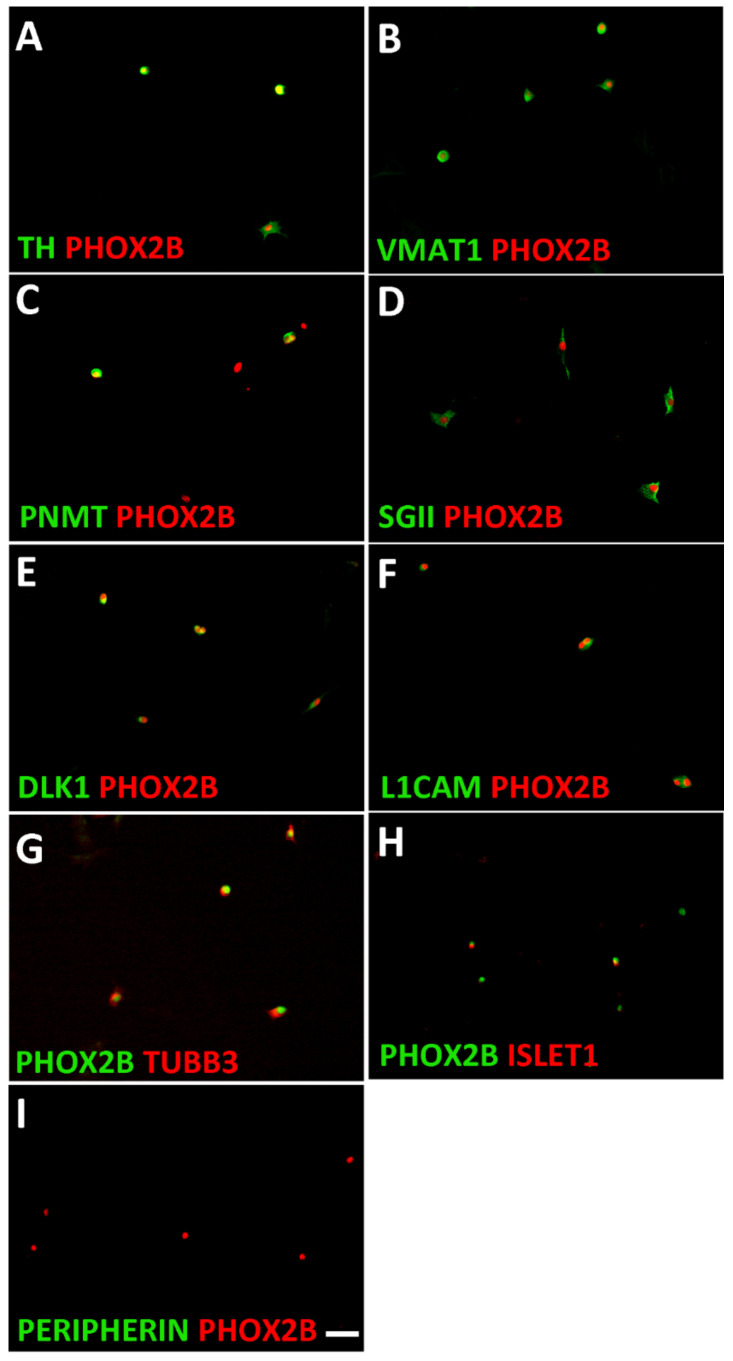
Characterization of mouse adrenal chromaffin cells. Dissociated adrenal cells were plated on porn/laminin-coated dishes in serum-free culture medium and analyzed after cell attachment. Double-immunostaining showed that all PHOX2B-positive cells co-express the noradrenergic proteins TH (**A**) and VMAT1 (**B**). The chromaffin cell-specific proteins PNMT (**C**), SGII (**D**), and DLK1 (**E**) are expressed in 57 ± 3%, 92 ± 2% and 91 ± 4% of PHOX2B-positive cells, respectively. The neuron-specific proteins L1CAM (**F**) and TUBB3 (**G**) are expressed by virtually all chromaffin cells, whereas ISLET1 is only detected in a subpopulation (**H**), and PERIPHERIN is virtually absent in chromaffin cells (**I**). Magnification bar, 60 μm.

**Figure 3:**
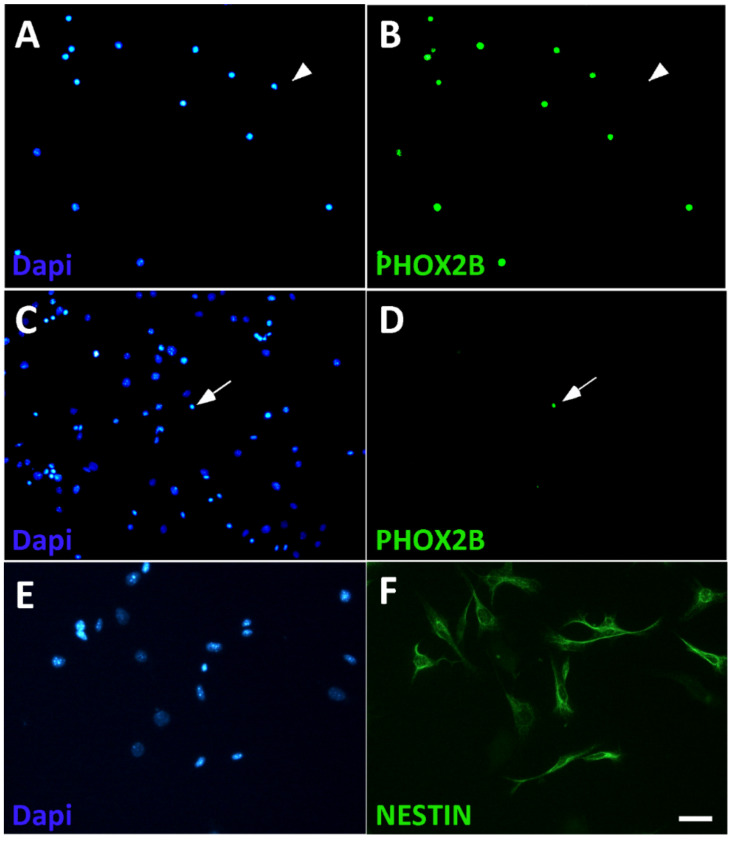
Isolation of chromaffin cells from dissociated adrenal cells by L1CAM panning. L1CAM-positive (**A**,**B**) and L1CAM-negative (**C**,**D**) cell populations were plated after panning and analyzed for the presence of chromaffin cells by co-staining by Dapi for cell nuclei (**A**,**C**) and PHOX2B (**B**,**D**). Most L1CAM-positive cells express PHOX2B (**A**,**B**), whereas the L1CAM-negative population is virtually devoid of PHOX2B-positive cells (**C**,**D**). Arrowheads point to a PHOX2B-negative cell in the L1CAM-positive population (**A**,**B**), arrows point to a PHOX2B-positive cell in the L1CAM-negative population (**C**,**D**). NESTIN expression is detected in most L1CAM-negative cells (**E**,**F**). Magnification bar, 60 μm.

**Figure 4:**
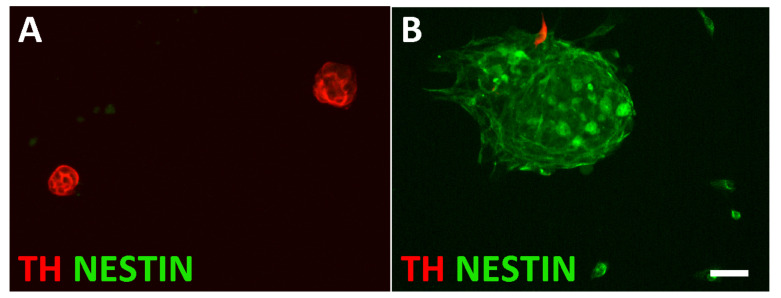
Characterization of sphere cultures from L1CAM-positive and L1CAM-negative cells. L1CAM-positive spheres are composed of TH-expressing cells (**A**), whereas L1CAM-negative spheres are largely composed of NESTIN-positive cells (**B**). Magnification bar, 60 μm.

**Figure 5:**
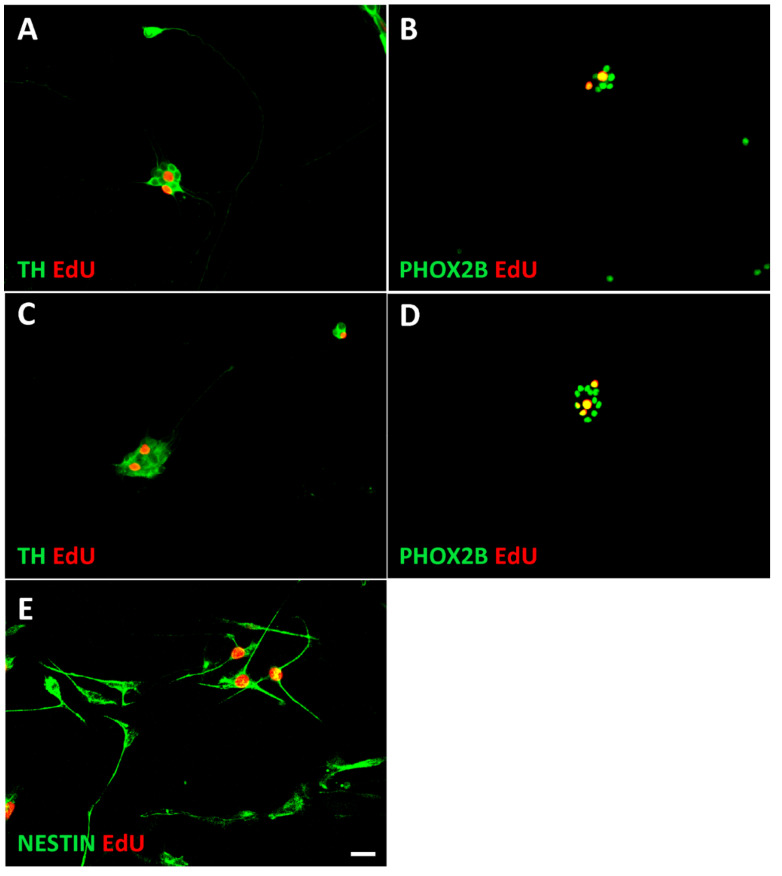
Identification of proliferating neuroblasts, chromaffin cells, and NESTIN-expressing cells. Proliferating cells were identified by a short 4 h EdU pulse, followed by immunostaining for PHOX2B, TH, or NESTIN combined with EdU-staining using the Click-iT protocol. Cultures of sympathetic neuroblasts (**A**,**B**), chromaffin cells (**C**,**D**), and Nestin-expressing cells (NECs) (**E**) are shown. For quantification PHOX2B/EdU rather than TH/EdU staining was used since nuclear staining resulted in better cell identification. Magnification bar, 60 μm.

**Figure 6:**
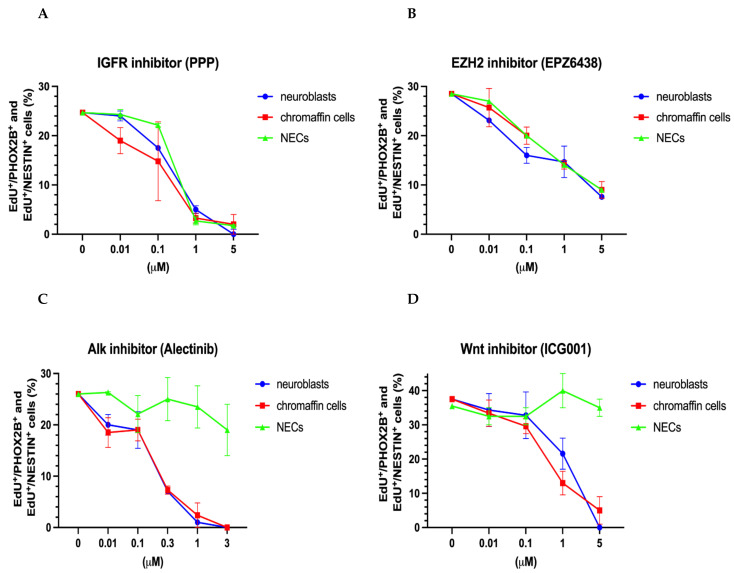
Effect of IGF, EZH2, ALK, and WNT inhibitors on the proliferation of chromaffin cells, neuroblasts, and NESTIN-expressing cells (NECs). Dose–response curves are shown for IGFR inhibitor (PPP) (**A**), EZH2 inhibitor (EPZ6438) (**B**), Alk inhibitor (Alectinib), (**C**) and Wnt inhibitor (ICG001) (**D**). Data represent the mean ± s. e. m. of at least three independent experiments.

**Figure 7:**
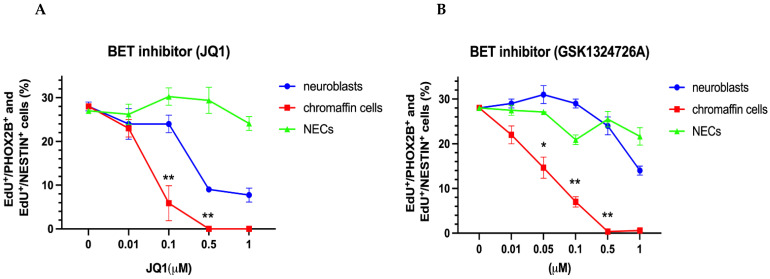

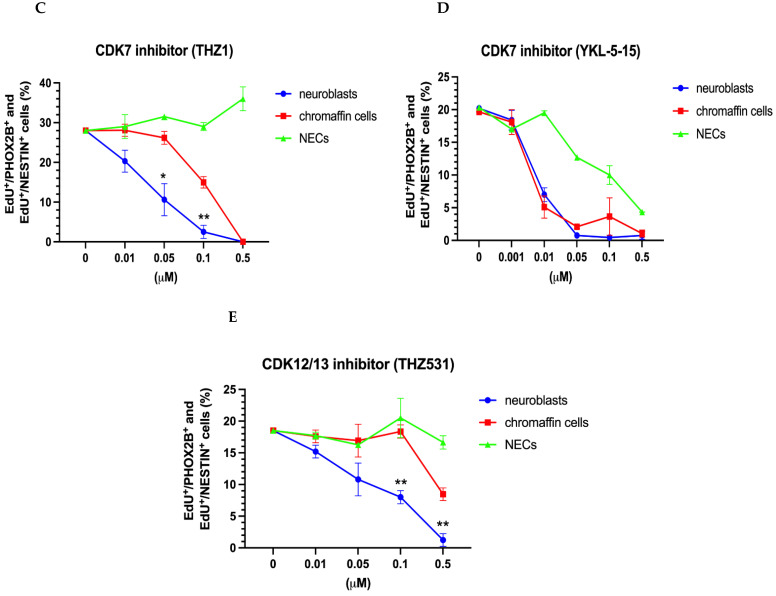
Effect of BET inhibitors JQ1 and GSK1324726A and of CDK inhibitors THZ1, YKL-5-15, and THZ531 on the proliferation of chromaffin cells, neuroblasts, and NESTIN-expressing cells (NECs). Dose–response curves are shown for the BET inhibitors JQ1 (**A**) and CSK1324726A (**B**), CDK7 inhibitors THZ1 (**C**) and YKL-5-15 (**D**) and the CDK12/13 inhibitor THZ531 (**E**), Data represent the mean ± s.e.m. of at least three independent experiments. Significant differences marked by * and ** indicate *p*-values < 0.05 and <0.01, respectively.

**Figure 8:**
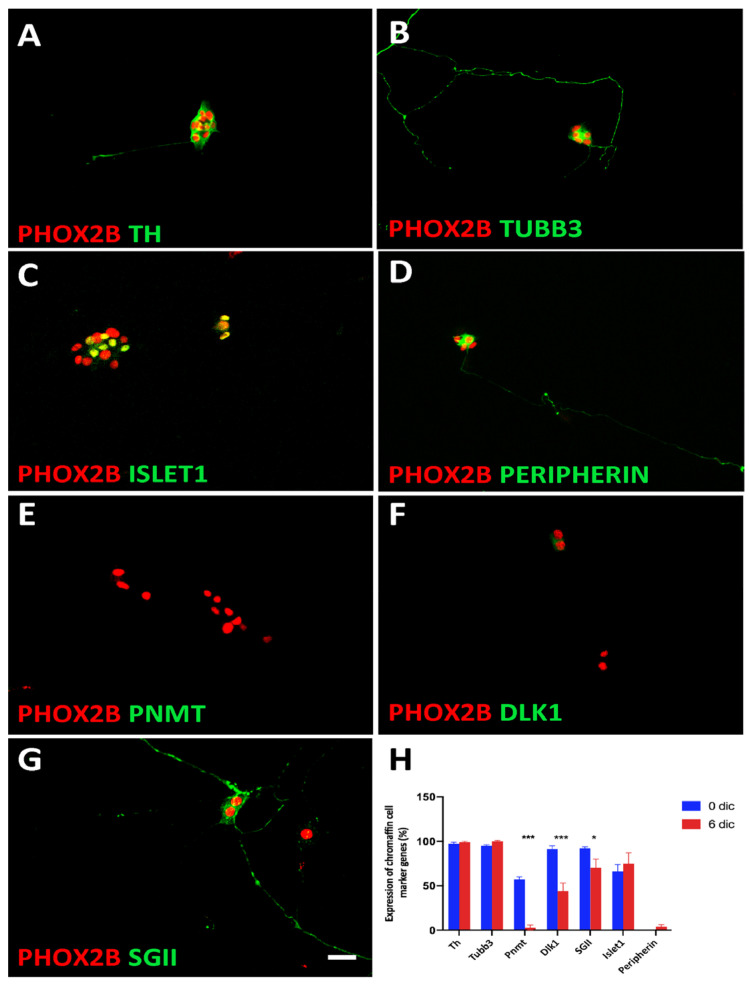
Trans-differentiation of chromaffin cells in culture. Double-immunostaining shows that while TH (**A**) and TUBB3 (**B**) were maintained during the 6d culture period, the chromaffin cell-specific proteins PNMT, DLK1, and SGII are lost or decreased (**E**,**F**,**G**). Increased ISLET1 expression does not reach significance (**C**,**H**). PERIPHERIN is expressed by a very low number of cells both at 3d and 6d in culture (**D**,**H**). The results are quantified in (**H**). Significant differences marked by * and *** indicate *p*-values < 0.05 and <0.001, respectively. Magnification bar, 60 μm.

## Data Availability

Raw data for RNA-seq are available in the Gene Expression Omnibus (GEO) under the accession number GSE200379 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200379).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers14112755/s1, Figure S1: Characterization of L1CAM-negative cell population; Figure S2: Differential sensitivity of chromaffin cells and neuroblasts to BET and CDK inhibitors is independent of culture conditions; Table S1: Differential gene expression of adrenal L1CAM-positive and L1CAM-negative cells analyzed by bulk RNA sequencing; Table S2: Characterization of sympathetic neuroblasts and chromaffin cells.

How the deposited data were processed for this re-analysis (not part of the article)

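The deposited data are 1 table of 32737 RefSeq transcripts (28426 mRNA and 4311 non-coding RNA) with 5 libraries, 2 of L1CAM-positive and 3 of L1CAM-negative adrenal spheres. The authors aligned the reads to mm10 with STAR 2.6.1a, computed FPKM with Cufflinks, and applied quantile normalization between samples with limma. The values are in log2 units, from 1 to 17.6. The paper's text does not state the offset of the logarithm, the annotation release or the number of samples in the normalization. An offset of 2 was inferred from the lowest value of exactly 1, and linear values were computed as the power of 2 less this offset. The plan, written before the data were examined, had assumed an offset that puts the floor at 0. Its filter, a log2 value of at least 1 in at least 2 libraries, therefore removed no gene, and the genes tested include those at the floor in every library. Between 20.7% and 22.0% of the transcripts in each library were at the floor. The depth is unknown, and no read total could be taken from the values, so that no counting interval was computed.

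The 202 transcripts without a gene symbol (0.617%) were left out. For the 4743 symbols with more than 1 transcript, the one with the highest mean over the 5 libraries was kept, and 23903 genes were tested, of which 99.2% had coordinates in the RefSeq annotation of GRCm38.p6. The groups were compared with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, with 2-sided p-values adjusted by Benjamini-Hochberg over all genes tested and a threshold of 0.05. The paper gives a general test for at least 3 replicates and names none for the RNA sequencing. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The 34 gene lists with 416 genes were written before the data were examined. Table S1, which holds group medians of these samples, had been read by then, and the lists of acute phase, hypoxia and exocytosis genes were written with its top genes in view. The 33 lists with at least 3 tested members were tested with camera of limma with a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation, with which none of the lists passed. Counts, where given, are over all genes and adjusted over the list alone.

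Genes named in the text are those the paper names for its RNA sequencing, and the targets of its inhibitors with related genes. They further include the 10 with the largest change in each direction among genes past the threshold whose groups do not overlap. From each list they include the 2 members with the largest change in each direction past the threshold and the 2 with the highest mean. Other called members of a list, *L1cam* and *Gapdh* were chosen after their values were seen. The long RNAs of the Dlk1-Dio3 region were named before theirs were seen. Results of some single genes under this rule are not reported here, and tallies of the genes named by the paper leave them out. The alternatives were pseudocounts of 0.1 and 5, a filter that leaves out only genes at the floor in every library (19549 genes tested) and a stricter filter, summed or separate transcripts, quantile normalization over the 5 libraries, centring on the median or on housekeeping genes, no trend, the robust form, the number as a block, the culture period as a term, and leaving out each library. A filter at 1 FPKM and a restriction to mRNA were added after seeing the data. In a test on simulated data with 200 changed genes among 23903, log2 changes of 1, 2 and 3 were called for 44.9%, 69.7% and 86.2% of the changed genes. Of 144 genes called, 11 were among the 23703 unchanged ones, which include genes at the floor in every library. The changed genes all had a mean log2 value of at least 3. The noise was normal, independent between genes and of the same spread in both groups, which the real libraries need not follow. Fewer genes were changed than were called in the real comparison (2775 and 2393 of 23903). The percentages called need not hold there, as the adjustment depends on this share. Where leaving out a library left 1 in the L1CAM-positive group, it was taken to vary like the L1CAM-negative libraries. Immunostaining and proliferation assays were not analysed here.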

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

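The test of carry-over was chosen after the values had been seen, and its measure was redefined once after a first value had been seen. The 2 tests of the short RNAs were set before their results were seen.

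Several groups of genes that the paper does not discuss differed between the fractions, with values given as median log2 fold changes, L1CAM-positive over L1CAM-negative, and adjusted p from camera of limma with the preset and then the estimated correlation. Of 22 genes of regulated exocytosis, 20 were higher in L1CAM-positive spheres (22 when adjusted over the list alone), with a median of 2.33 (adjusted p = 2.11e-14, and adjusted p = 0.155 with an estimated correlation), among them *Snap25* with 5.13 and *Syn2*, a synaptic vesicle protein gene, with 3.81. This list was written with the top genes of Table S1, which holds medians of these samples, in view, so the count is not independent evidence. Without L1CAM-positive number 25 and L1CAM-negative number 25 the count was 13 and 12. Of 20 ion channels and nicotinic receptors, 16 were higher, among them the potassium channel gene *Kcnk9* with 4.37 and the nicotinic receptor gene *Chrna3* with 4.06, and 3 were lower, *Cacna2d1* with -1.79, *Kcnk3* with -1.52 and *Kcnma1* with -0.70. The list had 16 higher and 3 lower when adjusted over the list alone, with a median of 1.60 (adjusted p = 8.40e-07, and adjusted p = 0.155 with an estimated correlation). Without L1CAM-positive number 25 or 31, 8 were higher and 0 lower. Of 12 ganglion neuroblast genes, 10 were higher (11 when adjusted over the list alone), with a median of 2.62 (adjusted p = 6.55e-07, and adjusted p = 0.173 with an estimated correlation), among them *Eya1* with 3.16 and *Npy*, which encodes a neuropeptide, with 2.89. The count was 5 and 3 without L1CAM-positive numbers 25 and 31, and 4 without L1CAM-negative number 25 or 31. Of the neuroblast genes, *Eya1* is also in the list of sympathoadrenal transcription factors and *Npy* in that of granule cargo. No ganglion was sequenced, so the neuroblast list does not tell neuroblasts from chromaffin cells. All the lists were written after Table S1 had been read, so none of their counts is independent evidence. The glial genes had a median of 1.06.

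In L1CAM-negative spheres, 10 of 18 acute phase and chemokine genes were higher (12 when adjusted over the list alone), with a median of -2.89 (adjusted p = 1.01e-05, and adjusted p = 0.316 with an estimated correlation). *Saa3* and *Lcn2*, secreted in inflammation, had -6.31 and -6.26 and the complement gene *C3* had -4.76. As this list too was written with the top genes of Table S1 in view, its count is not independent evidence. Number 28 had the highest value for 14 of the 18, and the count was 13 without it, 2 without L1CAM-positive number 25 or 31 and 3 without L1CAM-negative number 25 or 31. Of 14 genes of FGF and EGF signaling feedback, 9 were higher there (9 when adjusted over the list alone), with a median of -1.26 (adjusted p = 8.95e-06, and adjusted p = 0.155 with an estimated correlation), among them *Egfr* with -1.95 and *Spry1*, a feedback inhibitor, with -1.73. The count was 4 and 5 without L1CAM-positive numbers 25 and 31 and 4 without L1CAM-negative number 31. Of 15 macrophage genes, 3 were higher there (3 when adjusted over the list alone), *Lyz2* with -3.13, *Cd14* with -2.73 and *Itgam* with -0.81, with a median of -1.35 (adjusted p = 5.74e-04, and adjusted p = 0.464 with an estimated correlation). L1CAM-negative number 31 had the highest value for 13 of the 15, and the count was 0 without L1CAM-positive number 25 or 31. Of 12 mural and smooth muscle genes, 2 were higher there (2 when adjusted over the list alone), *Mylk* with -1.49 and *Notch3* with -0.57, with a median of -0.68 (adjusted p = 0.0126, and adjusted p = 0.254 with an estimated correlation). The count was 1 without either L1CAM-positive library or without L1CAM-negative number 31 and 3 without L1CAM-negative number 25 or 28. Of 14 immediate early and heat shock genes, 4 were higher there (4 when adjusted over the list alone), among them *Junb* with -1.13 and *Hspa1b*, which may share reads with its paralog, with -1.43. The median was -0.66 (adjusted p = 0.0388, and adjusted p = 0.370 with an estimated correlation), and without L1CAM-positive number 25 and L1CAM-negative numbers 25 and 31 the adjusted p from camera was 0.131, 0.0702 and 0.0993, in a range up to 0.142 over the alternatives. Without L1CAM-positive number 25 or 31 or L1CAM-negative number 25, 2 of its genes passed.

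Of 24 cell cycle genes, limma called 0 (0 when adjusted over the list alone, and 6 higher in L1CAM-positive spheres at an unadjusted p under 0.05), with a median of 0.81 (adjusted p = 9.37e-04 from camera, and adjusted p = 0.623 with an estimated correlation). L1CAM-positive number 31, cultured for 5 days, had the highest value for 22 of the 24, and number 28 the lowest of the L1CAM-negative libraries for 24. Without L1CAM-positive number 31 the list did not pass (adjusted p = 0.0585, the highest over the alternatives), and without number 28, 1 gene of the list passed. For *S100b*, the L1CAM-positive library lay above the L1CAM-negative one by 0.78 in number 31, cultured for 5 days, and the difference was -0.31 in number 25, cultured for 8 days. This difference between culture periods was not tested, as each has a single pair of libraries.

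Chromaffin transcripts were also read in L1CAM-negative spheres. Carry-over of cells with the profile of L1CAM-positive spheres would leave all their transcripts at 1 share, so the spread of the 44 genes around 1 share was compared with the difference between numbers 25 and 31. The quotient was 2.54 (95% bootstrap interval 1.73 to 4.19, and 2.39 in the first form, without allowance for the floor), which argues against carry-over as the only source for all 44 genes. For 34 of them, however, the level lay within a factor of 2 of 1 share, and the 9 above it include *Cpe*, *Pts* and *Maoa*, which many cell types express, so that carry-over stays open for most of the genes. The P5 stage of number 28, where the share was lower, stays open and untested, as 1 library alone represents it.

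Among RNAs shorter than 200 nt, 12 were at the floor in one fraction and high in all libraries of the other. The paper gives a kit for mRNA for its libraries, so the values of such short RNAs may not reflect their levels. *Snord19*, *DQ267100*, *Snord53*, *Mir377*, *Mir344-2*, *Mir409* and *Mir218-2* were listed at the floor in all 3 L1CAM-negative libraries, and *Mir680-3*, *Mir7686*, *Mir6358*, *Mir24-2* and *Mir6385* in both L1CAM-positive ones. Of 113 short RNAs that were at the floor in some libraries and high in the rest, 10.6% followed the L1CAM fractions, where chance gives 10%, and the other 9 ways to part 2 libraries from 3 had between 4 and 17 (exact binomial test, 1-sided p = 0.458). This is consistent with on-off values of short transcripts regardless of the fraction. A higher transcription of the Dlk1-Dio3 region, which holds *Mir377* and *Mir409*, was tested on its long RNAs, of which 1 of 3 passed (*Mirg* with a log2 fold change of 1.37, *Rian* with 1.98 at adjusted p = 0.0510 and *Meg3* with 1.88 at adjusted p = 0.0865), and stays undecided.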

How the results depend on the processing

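A filter at 1 FPKM and a restriction to mRNA were chosen after seeing the data. Of the alternatives planned beforehand, 619 values of single genes kept their direction and side of the threshold, 37 newly passed, 13 turned and the rest kept the direction and no longer passed. For the gene lists, 584 kept both, 6 no longer passed, 2 newly passed and 19 turned. The depth is unknown, so what it limits could not be judged. The causes of the changes below were not tested, except that alternatives with fewer libraries leave less to estimate the spread from.

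Genes higher in L1CAM-positive spheres numbered 797 with the robust form, 1727 with the culture period as a term and 0 with the number as a block in limma (3985 at an unadjusted p under 0.05), and between 1301 (without L1CAM-negative number 25) and 2805 (without number 28) when 1 library was left out. Genes higher in L1CAM-negative spheres numbered 352, 1273 and 0 (4403 at an unadjusted p under 0.05), and between 521 (without L1CAM-positive number 25) and 2942 (without number 28). The block uses the numbers shared by both fractions. The differences between number 25 and number 31 in the L1CAM-positive and in the L1CAM-negative spheres correlated at r = 0.112 across 14091 genes and at r = 0.244 across 13220 genes with mRNA only, which are not independent replicates. Centring on housekeeping genes moved the median of the genes with a mean of 1 FPKM or more by 0.114 and gave 3466 and 1974 genes, so that 63.7% were higher in L1CAM-positive spheres against 53.7%, and centring on the median gave 2681 and 3119. With an estimated correlation, 0 gene lists passed camera in either direction (lowest adjusted p = 0.155), against 11 and 12 with camera's preset one. The estimate was -0.0058 for steroid synthesis and -0.0063 for FGF and EGF feedback, below the preset 0.01. Their adjusted p from camera still rose from 9.12e-07 and 8.95e-06 to 0.155, so a higher correlation does not account for the loss of these lists. For most lists that had passed the estimate was above the preset, such as 0.935 for the cell cycle. Of 27 genes that the paper names for one fraction, 5 of them as detected and without a direction, 19 passed, against 7 with the robust form, 0 with the block and 8 with the culture period. Between 3 (without L1CAM-positive number 25) and 21 (without number 28) passed when 1 library was left out, with 4 without L1CAM-positive number 31 and 10 without L1CAM-negative number 25 or 31. When genes at the floor in every library were left out, the 19 still passed, and *Pnmt*, *Fabp4*, *Plvap*, *Dcn*, *Col1a1* and *Ogn* passed as well. The same held with the stricter filter and with both centrings. *Prph* newly passed with the stricter filter (1.81), with housekeeping centring (1.92), without number 28 (2.26) and with the filter at 1 FPKM (1.81), and ranged from 1.49 to 2.26 when 1 library was left out. The median ratio of chromaffin levels, taken on the group means, was 7.04%, and 8.76% with the offset kept, and in number 28 it was 3.69% and 5.77%.

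None of the genes and lists that turned had passed the test in the reported comparison. The genes were *Brd2* (0.075 with housekeeping centring, 0.087 with the block, 0.0040 with the culture period, 0.37 with mRNA only, and -0.20 to 0.087 with 1 library left out), *Mnat1* (-0.0080 with median centring, -0.055 with the block, and -0.055 to 0.10), *Ctnnb1* (-0.19 with summed transcripts) and *Fzd5* (-0.0066 with the block, and -0.20 to 0.41). With housekeeping centring, list medians turned for red blood cell genes (0.054), interferon-stimulated genes (0.012), the unfolded protein response (0.0047), ribosomal proteins (0.096) and the housekeeping list (0.057). The hypoxia list turned with median centring (-0.022) and ranged from -0.20 to 0.44 with 1 library left out. Ribosomal proteins ranged from -0.082 to 0.0085. The sex-linked list turned with the block (-0.28) and ranged from -0.42 to 0.55. The histone list was at -0.56 with the stricter filter, -0.0036 with quantile normalization over the 5 libraries, -0.038 with median centring, -0.00075 with the block and -0.21 with the filter at 1 FPKM, and ranged from -0.18 to 0.00083.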

Differences from the paper's values

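Of 22 genes that the paper names as higher in one fraction, 21 had the direction the paper states and 14 passed the test, where the paper names no test for its RNA sequencing. The medians of all 1000 transcripts of Table S1 match those of the deposited values within 5e-05.

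The paper states that peripherin mRNA was not found in L1CAM-positive spheres. *Prph* was at 4.69 and 4.26 in the L1CAM-positive libraries, above the floor of 1, and at 2.39, 2.03 and 3.58 in the L1CAM-negative ones (log2 fold change 1.81, adjusted p = 0.117), and Table S1 lists it with the higher median in L1CAM-positive spheres. Of the alternatives set before the data were examined, it passed the test with the stricter filter, with housekeeping centring and without number 28 (adjusted p over the alternatives between 0.0284 and 0.391), and it passed with the filter at 1 FPKM, which was chosen after seeing the values.

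The paper names *S100b* among genes higher in L1CAM-negative spheres. Its log2 fold change was 0.45, towards L1CAM-positive spheres (adjusted p = 0.508), and it passed the test in 0 of 19 alternatives with limma, where the log2 fold change ranged from 0.11 to 0.95. *Nes* had the direction the paper states (-0.45, adjusted p = 0.191), and passed the test in 0 of 20 alternatives, with adjusted p from 0.0851 to 0.554. *Snai1*, *Snai2* and *Sox9*, of the same group, passed the test in the direction stated. By immunostaining, the paper also detected NESTIN and S100B protein in most L1CAM-negative cells, which the mRNA levels of spheres do not test.

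For 6 further genes the direction is that of the paper and the test was not passed. *Pnmt* (3.30, adjusted p = 0.0696) passed with a pseudocount of 5, with genes at the floor in every library left out (the floor filter), with the stricter filter and with both centrings. *Fabp4* (-1.74, adjusted p = 0.0517) passed with the floor filter, the stricter filter, summed transcripts, both centrings and without L1CAM-negative number 25. *Plvap* (-2.19, adjusted p = 0.0535) passed with a pseudocount of 0.1, the floor filter, the stricter filter, both centrings and without L1CAM-negative number 31. *Dcn* (-2.05, adjusted p = 0.0596) passed with the floor filter, the stricter filter, summed transcripts, both centrings and without number 28. *Col1a1* (-1.76, adjusted p = 0.0992) and *Ogn* (-3.39, adjusted p = 0.0595) passed with the floor filter, the stricter filter, both centrings and without number 28. All 6 also passed with the filter at 1 FPKM, and *Fabp4* and *Plvap* with mRNA only, both of which were chosen after seeing the values.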

Other observations

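A list of 18 genes held targets of the inhibitors that the paper tested and related genes. Among the related genes are *Mycn* and the WNT receptor gene *Fzd5*, which the paper does not give as targets of its inhibitors. Of the 18, 3 were higher in L1CAM-positive spheres and 1 was higher in L1CAM-negative spheres (3 and 2 when adjusted over the list alone, adjusted p = 0.431 from camera, and adjusted p = 0.535 with an estimated correlation). *Mycn* had a log2 fold change of 2.50 (standard error 0.47, adjusted p = 0.0395), *Alk*, a receptor kinase gene, of 1.95 (standard error 0.11, adjusted p = 0.00527) and *Ccnk*, the cyclin of CDK12 and CDK13, of 0.28 (standard error 0.05, adjusted p = 0.0347). *Cdk7* was at 3.81 ± 0.02 (SD, n = 2) in L1CAM-positive and 4.27 ± 0.08 (SD, n = 3) in L1CAM-negative spheres, a log2 fold change of -0.46 (standard error 0.06, adjusted p = 0.0185 from limma). The BET genes *Brd2* and *Brd3* had log2 fold changes of -0.038 and 0.15, *Cdk12* and *Cdk13* of -0.32 and -0.36, *Ezh2* of 0.60 and *Igf1r* of 0.11, none of them past the test. The transcript of *Brd2* with the highest mean is non-coding, and its value changes sign with the scaling, while with mRNA only, a restriction chosen after seeing the data, the log2 fold change was 0.37 (adjusted p = 0.0858). Of the 4 called genes, only *Alk* passed with the robust form or with the culture period as a term. *Mycn* did not pass with a pseudocount of 0.1 or with no trend, *Ccnk* with median centring and *Cdk7* with housekeeping centring, with which *Ezh2* passed. Without L1CAM-positive number 25 or 31 or L1CAM-negative number 25 or 31, 1 gene of the list was higher in L1CAM-positive spheres and 0 were higher in L1CAM-negative spheres, and without number 28 there were 2 and 1. These values are from untreated spheres and not from the cultures that received inhibitors.

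Among 16 genes of the hypoxia response, 2 were higher in L1CAM-positive spheres (2 when adjusted over the list alone), *Ndufa4l2* with 4.39 and *Adm*, which encodes a vasodilator peptide, with 4.23, and the list did not pass (median 0.016, adjusted p = 0.445 from camera, and adjusted p = 0.840 with an estimated correlation). It passed without L1CAM-positive number 25 (adjusted p = 0.00641, in a range up to 0.738 over the alternatives), with 3 genes higher, and without L1CAM-positive number 31, 1 was higher in each fraction. The list was written with the top genes of Table S1, which holds medians of these samples, in view, so its counts are not independent evidence. Among 18 interferon-stimulated genes, 5 were higher in L1CAM-positive spheres, among them *Ifit1* with 2.09 and *Ifit2* with 1.92, and 6 were higher in L1CAM-negative spheres, among them *Bst2* with -3.35 and *Ifi27* with -1.47 (5 and 6 when adjusted over the list alone, adjusted p = 0.714 from camera, and adjusted p = 0.840 with an estimated correlation). Without L1CAM-positive number 25 the counts were 3 and 2, without L1CAM-positive number 31 they were 4 and 1, without L1CAM-negative numbers 25 and 31 they were 3 and 1 and 4 and 2, and without number 28 they were 5 and 4. Among 14 genes of the unfolded protein response, 4 were higher in L1CAM-positive spheres (4 when adjusted over the list alone), *Chac1* with 1.39, *Asns* with 1.13, *Sdf2l1* with 1.00 and *Herpud1* with 0.68. The median of this list was -0.11 and its mean 0.22, and camera gave the direction of the mean (adjusted p = 0.597, and adjusted p = 0.669 with an estimated correlation). The count was 0 without L1CAM-positive number 25 or 31, 1 without L1CAM-negative number 25 or 31 and 2 without number 28, where 1 was also lower.

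Of 18 genes of cholesterol synthesis, limma called 0 (0 when adjusted over the list alone, and 1 higher in L1CAM-negative spheres at an unadjusted p under 0.05), with a median of -0.49 (adjusted p = 0.237 from camera, and adjusted p = 0.840 with an estimated correlation). Number 28, the P5 library, had the highest value of the 5 libraries for 18 of the 18, and without it 4 were higher in L1CAM-positive and 3 in L1CAM-negative spheres. With housekeeping centring the list passed (adjusted p = 0.00977, in a range up to 0.980 over the alternatives). Red blood cell genes were near the floor, and 2 of 10 were higher in L1CAM-negative spheres (2 when adjusted over the list alone). Their median log2 fold change was -0.059 (adjusted p = 0.331 from camera, and adjusted p = 0.464 with an estimated correlation).

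Of 18 ribosomal protein genes, limma called 0 (0 when adjusted over the list alone, and 1 at an unadjusted p under 0.05), with a median of -0.018 (adjusted p = 0.792 from camera, and adjusted p = 0.904 with an estimated correlation), and 1 passed without number 28. Of 12 housekeeping genes, 1 was higher in L1CAM-negative spheres (1 when adjusted over the list alone, and 3 without number 28). Their median was -0.057 (adjusted p = 0.331 from camera, and adjusted p = 0.638 with an estimated correlation). *Gapdh*, named after its values were seen, was at 3.01 and 3.45 in L1CAM-positive spheres. Of 5 sex-linked genes, limma called 0 (0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05), with a median of 0.066 (adjusted p = 0.859 from camera, and adjusted p = 0.904 with an estimated correlation). Of 9 replication-dependent histone genes, 1 was higher in L1CAM-negative spheres (0 when adjusted over the list alone), *Hist1h2bc* with -0.53, and the count was 1 without L1CAM-positive number 31 and 0 without any of the other libraries. The median of this list was 0.000091 and its mean -0.11, and camera gave the direction of the mean (adjusted p = 0.672, and adjusted p = 0.747 with an estimated correlation).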
